# Dietary spinach reshapes the gut microbiome in an Apc-mutant genetic background: mechanistic insights from integrated multi-omics

**DOI:** 10.1080/19490976.2021.1972756

**Published:** 2021-09-08

**Authors:** Ying-Shiuan Chen, Jia Li, Rani Menon, Arul Jayaraman, Kyongbum Lee, Yun Huang, Wan Mohaiza Dashwood, Ke Zhang, Deqiang Sun, Roderick H. Dashwood

**Keywords:** Microbiome, transcriptome, metabolome, anticancer mechanisms, spinach

## Abstract

Complex interrelationships govern the dynamic interactions between gut microbes, the host, and exogenous drivers of disease outcome. A multi-omics approach to cancer prevention by spinach (SPI) was pursued for the first time in the polyposis in rat colon (Pirc) model. SPI fed for 26 weeks (10% w/w, freeze-dried in the diet) exhibited significant antitumor efficacy and, in the Apc-mutant genetic background, β-catenin remained highly overexpressed in adenomatous polyps. However, in both wild type and Apc-mutant rats, increased gut microbiome diversity after SPI consumption coincided with reversal of taxonomic composition. Metagenomic prediction implicated linoleate and butanoate metabolism, tricarboxylic acid cycle, and pathways in cancer, which was supported by transcriptomic and metabolomic analyses. Thus, tumor suppression by SPI involved marked reshaping of the gut microbiome along with changes in host RNA-miRNA networks. When colon polyps were compared with matched normal-looking tissues via metabolomics, anticancer outcomes were linked to SPI-derived linoleate bioactives with known anti-inflammatory/ proapoptotic mechanisms, as well as *N*-aceto-2-hydroxybutanoate, consistent with altered butanoate metabolism stemming from increased α-diversity of the gut microbiome. In colon tumors from SPI-fed rats, L-glutamate and *N*-acetylneuraminate also were reduced, implicating altered mitochondrial energetics and cell surface glycans involved in oncogenic signaling networks and immune evasion. In conclusion, a multi-omics approach to cancer prevention by SPI provided mechanistic support for linoleate and butanoate metabolism, as well as tumor-associated changes in L-glutamate and *N*-acetylneuraminate. Additional factors, such as the fiber content, also warrant further investigation with a view to delaying colectomy and drug intervention in at-risk patients.

## Introduction

The gut microbiome is strongly implicated in host physiology and pathophysiology.^1–3^ For example, studies in germ-free models of colorectal cancer (CRC) revealed decreased bowel inflammation and tumor outcomes as compared with the corresponding animals under conventional housing conditions.^4,5^ Fecal microbiota transplantation was used successfully to treat recurrent *Clostridium difficile* infection,^6^ and provided benefit to patients with inflammatory bowel diseases, functional gastrointestinal disorders, and obesity.^7^

There is increasing interest in defining interventions that alter the gut microbiota for disease prevention and treatment. Epidemiological studies indicate that CRC is associated with low consumption of green vegetables and fiber, whereas intake of dark leafy vegetables is linked to decreased risk.^8^ However, little is known about how these dietary intakes influence the crosstalk between gut microbiota, host transcriptomics, and pathogenesis in the gastrointestinal tract.

Spinach (SPI) is a dark leafy green vegetable with a high chlorophyll content and other diverse bioactives.^9–11^ We employed an adenomatous polyposis coli (Apc)-mutant rat model^12–15^ to examine anticancer outcomes from dietary SPI consumption. The polyposis in rat colon (Pirc) model mimics disease progression in human familial adenomatous polyposis patients, involving spontaneous tumor development both in the colon and in the small intestine.^15,16^ The genetic model circumvents the need for carcinogen treatment, used previously with dietary SPI,^17^ and the burden of adenomatous polyps facilitates temporal tracking of tumor suppression via colonoscopy.^12,14,18^

We observed significant antitumor efficacy from dietary SPI consumption, and despite the Apc-mutant genetic background, β-catenin protein levels remained highly overexpressed in colon polyps. Subsequently, mechanisms were pursued linking gut microbiome to host multi-omic changes in fatty acid metabolism, the tricarboxylic acid (TCA) cycle, and pathways in cancer.

## Results

### Antitumor efficacy of dietary spinach in an Apc-mutant rat model

Pirc and wild-type (WT) rats were fed AIN93 control (Ctrl) diet, or AIN93 diet containing 10% w/w freeze-dried baby SPI, starting at 4 weeks of age (Figure 1a). No significant treatment-related effects were observed with respect to food consumption and body weight throughout the study (Figure 1b). A ‘birds eye view’ topographical map of the colon was generated, representing each observable adenomatous polyp and its relative size, based on the PLC classification system (Polyp number/Location/Clockwise orientation)^18^ that ascribes a unique address to every lesion detected during monthly colonoscopy in the Pirc model. This approach provided early insights into antitumor efficacy, with suppression of adenomatous polyps occurring as early as 12 weeks into the experiment (Figure 1c), *i.e*., after 8 weeks of SPI treatment. During this period and at later times, colonoscopy data revealed consistent inhibition of small colon polyps, and significant suppression of large colon polyps after week 20 (Figure 1d).

**Figure 1.**
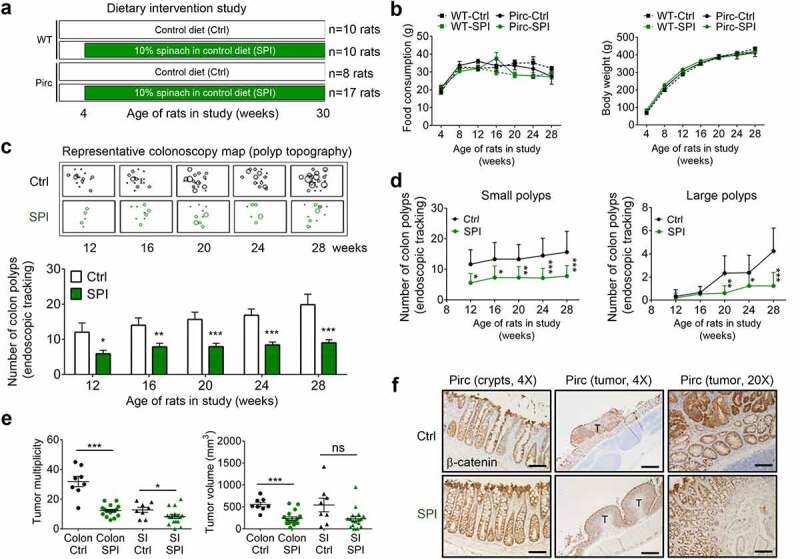
Dietary spinach suppresses tumor development in an Apc-mutant rat model. (a) Study design in Pirc and WT rats; n = 10 for WT-Ctrl (wild type rats given control/basal AIN diet) and WT-SPI (WT rats given AIN diet containing 10% freeze-dried spinach), n = 8 for Pirc-Ctrl, and n = 17 for Pirc-SPI. (b) Food consumption and body wt. gain. (c) Monthly endoscopic tracking of colon polyps in the Pirc model. The PLC classification system (Polyp number/Location/Clockwise orientation)^18^ was used to ascribe a unique address to every lesion in the colon, and ‘birds eye view’ topographic images were generated to illustrate the progressive changes observed in polyp size and location, along with bar graphs representing average multiplicity assessed via endoscopy. (d) Number of small (size grade 1–3) and large polyps (size grade 4–5) by monthly endoscopy, based on the PLC classification system.^18^ (e) Final tumor outcomes for colon and small intestine (SI) polyps at the 30-wk necropsy. (f) Immunohistochemistry staining of β-catenin in Pirc rats given Ctrl or SPI diets. Scale bar, 100 μm for 20X and 500 μm for 4X magnification. Numerical data are presented as mean±SEM; *p < .05, **p < .01, ***p < .001, ns statistically non-significant

When the experiment was terminated, after the rats had reached 30 weeks of age, tumor multiplicity was decreased significantly both in the colon and in the small intestine, and tumor volume also was reduced significantly in the colon by SPI treatment (Figure 1e). No marked changes were observed histologically, but bromodeoxyuridine (BrdU) labeling indicated reduced cell proliferation rates by SPI in some regions of the colonic crypt (Supplemental Figure S1). Immunohistochemistry and immunoblotting experiments revealed that β-catenin overexpression in colon tumors was unaffected by SPI treatment (Figure 1f and Supplemental Figure S2). Thus, despite the Apc-mutant genetic background, antitumor mechanisms other than β-catenin downregulation were pursued.

### The gut microbiota is altered by dietary spinach

We performed 16S rRNA sequencing of the gut microbial community in Pirc and WT rats. For a complete view of the taxonomic and other data, refer to Supplemental Tables S1–11. The observed Operational Taxonomic Units (OTUs, Supplemental Table S1) and Shannon index revealed that α-diversity was unaffected by host genotype but was increased significantly by SPI treatment in Pirc and WT rats (Figure 2a, black *vs*. green symbols). There was no segregation between Pirc and WT rats for weighted UniFrac principal coordinate analysis (PCoA) (Figure 2b), but a significant separation was observed in unweighted UniFrac PCoA (Figure 2c). The gut microbiome in both genotypes clustered separately in weighted UniFrac PCoA between Ctrl and SPI groups (Figure 2b), with a marked shift in unweighted UniFrac PCoA (Figure 2c). Applying additional permutational multivariate analysis of variance (PERMANOVA) to PCoA results generated the following data: WS *vs*. WC unweighted UniFrac *p* < .0001; PS *vs*. PC unweighted UniFrac *p* < .0001; WS *vs*. WC weighted UniFrac *p* < .0001; PS *vs*. PC weighted UniFrac *p* < .005. Collectively, these findings are consistent with previous work indicating that diet plays a dominant role over genetic background with respect to shaping interindividual variations in host-associated microbial communities.^19,20^

**Figure 2.**
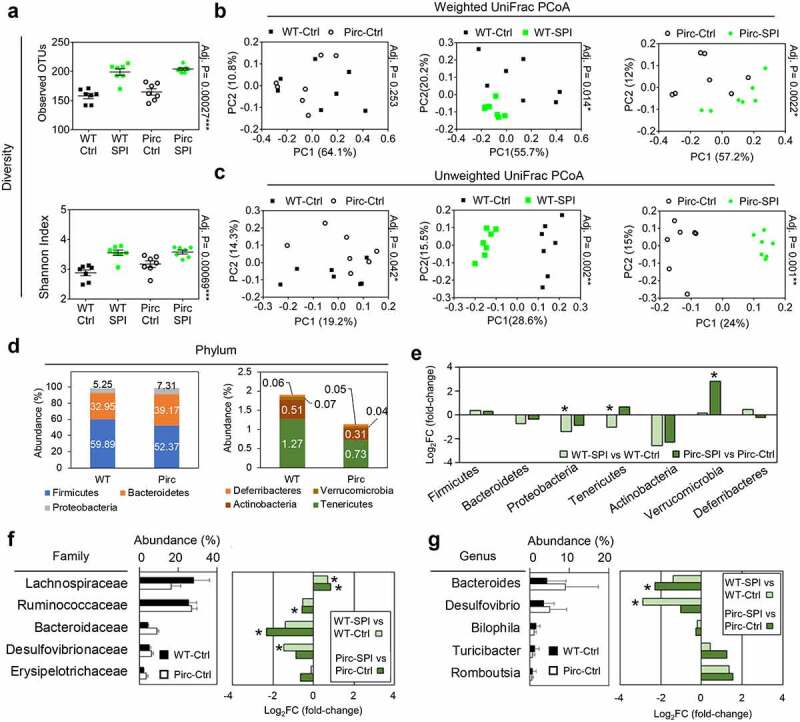
Microbial composition in relation to host genotype and dietary intervention. (a) α-diversity measured by observed OTUs and Shannon index; n = 7 replicates for 16S sequencing in each group. (b) Weighted and (c) unweighted UniFrac principal coordinate analysis (PCoA) plots displaying β-diversity. (d) Taxonomic composition in Pirc and WT rats at the phylum level. (e) Relative abundance changes at the phylum level after SPI intake. (f) Left, top five-most abundant family members. Right, abundance changes by SPI in Pirc and WT rats. (g) Left, top five most abundant genera. Right, abundance changes by SPI in Pirc and WT rats. Adjusted *p* values were calculated by Kruskal-Wallis test (*p < .05). For SPI-mediated changes in Family and Genus datasets, *p < .05. PERMANOVA analyses confirmed the overall conclusions, see text

The Pirc model had a higher abundance of Bacteroidetes and Proteobacteria than WT rats, while Firmicutes, Actinobacteria, and Tenericutes were lower (Figure 2d), as observed in mouse and human microbiomes.^21–24^ Based on fold-change in abundance, SPI intake decreased Proteobacteria and Tenericutes, and increased Verrucomicrobia (Figure 2e). Changes also were noted at the Family (Figure 2f) and genus level (Figure 2g). For example, in Pirc and/or WT rats, SPI treatment increased the relative abundance of *Lachnospiraceae* and decreased *Ruminococcaceae, Bacteroidaceae*, and *Desulfovibrionaceae* (Figure 2f, green bars), and at the genus-level SPI ingestion reduced the relative abundance of *Bacteroides* and *Desulfovibrio* (Figure 2g, green bars). These results suggested that SPI consumption reshapes the microbiome composition, reversing the effects of the Apc-mutant background and host genetic predisposition.

Linear discriminant effect size (LEfSe) also was used to analyze OTU data (Supplemental Tables S2–4). From the corresponding cladograms (Figure 3a-c), host genotype and dietary SPI intake both influenced *Ruminococcaceae* and *Lachnospiraceae* family members. In response to SPI treatment, LEfSe analyses revealed that Pirc and WT rats shared ~50% commonality among changes at the genus level (Figure 3d). Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUSt) categorized 328 terms following Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Supplemental Table S5).

**Figure 3.**
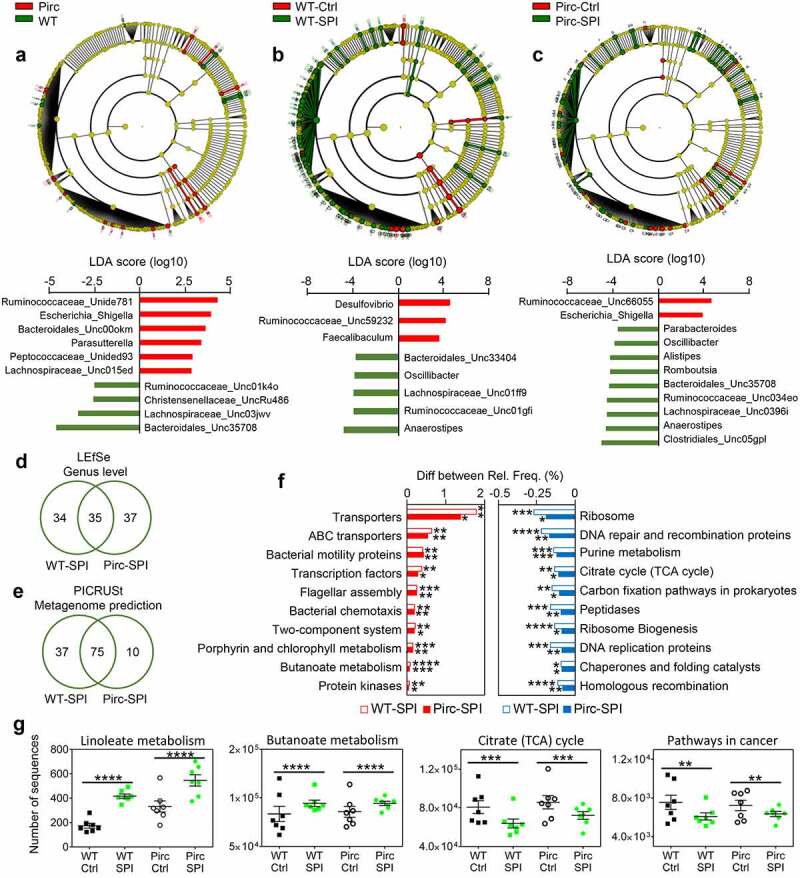
Dietary spinach reshapes the microbiome and its predicted metagenome. Cladograms and LDA scores for enriched clades in two-group comparisons of LEfSe data: (a) WT *vs*. Pirc (no SPI treatment); (b) WT±SPI; (c) Pirc±SPI. Cladograms illustrate all significant changes in taxonomy, whereas the bar graphs below show representative enriched bacteria taxonomy. Venn diagrams of (d) LEfSe data for enriched clades at the genus level and (e) metagenome prediction from PICRUSt in Pirc and WT rats after SPI treatment. (f) Prediction of top ten functional metagenomes in Pirc and WT rats given SPI (*p < .05, **p < .01, ***p < .001, ****p < .0001). (g) Linoleate (****p < .0001) and butanoate metabolism (****p < .0001) were increased significantly, whereas TCA cycle (***p < .001) and Pathways in Cancer (**p < .01) were decreased by SPI treatment in Pirc and WT rats. Statistical analyses were performed in STAMP with ANOVA. Supplemental Tables S2–5 provide complete LDA results, unclassified 16S rRNA seq data, and detailed PICRUSt information

Linoleate and ether lipid metabolism were altered significantly in Pirc *vs*. WT rats, and PICRUSt revealed a marked effect of SPI intake. Thus, after SPI consumption, 85 terms (57 decreased and 28 increased) and 112 terms (71 decreased and 41 increased) were changed in Pirc and WT rats, respectively, and 75 terms overlapped between the two genotypes, *i.e*., 54 decreased and 21 increased (Figure 3e). Increases in membrane transporters, cell motility, signal transduction, transcription, carbohydrate metabolism, and kinases were among the top 10 terms prioritized by KEGG analysis in Pirc and WT rats given SPI, along with porphyrin and chlorophyll metabolism (Figure 3f). Decreased terms were related to protein translation, replication/repair, and energy/nucleotide metabolism. Pathway changes that were highly significant included an increase in linoleate and butanoate metabolism, and a decrease in the TCA cycle and pathways in cancer (Figure 3g).

### Spinach consumption impacts key genes associated with pathogenesis

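RNA-seq was carried out on colonic RNA from 30-week-old Pirc rats, which carry an Apc mutation, and WT rats, in 18 libraries from 6 groups of 3. WT normal colon came from rats on control diet (WCN) or on SPI, the diet with 10% freeze-dried spinach (WSN). Normal-looking Pirc colon came from the control diet (PCN) and SPI (PSN) groups, and colon tumors of the same Pirc rats made up the PCT and PST groups. Libraries of poly(A)-selected RNA kept the strand and were read from both ends. The submitters' processing notes name Bowtie2 and DESeq2, while settings, genome build and annotation are not given in the sources used here. The authors deposited RPKM values, which are reads scaled by gene length and by the mapped reads of the library, to 2 decimals for 17378 named entries in each library. RPKM values carry no read totals, so the depth of each library relative to the median library was read from the spacing of its lowest values. This relative depth was 0.622 to 1.521 (median 1.113) in WCN, 0.892 to 1.380 (median 0.956) in WSN, 0.850 to 0.956 (median 0.868) in PCN, 1.153 to 1.333 (median 1.261) in PSN, 0.983 to 1.004 (median 0.997) in PCT and 0.917 to 1.270 (median 1.218) in PST. Values were analysed as log2(RPKM + 0.5) for the 11544 genes with at least 1 RPKM in at least 3 of the 18 libraries. One limma fit over all 18 libraries gave each comparison its log2 fold change, its SE and a p adjusted by Benjamini-Hochberg over all genes tested. Genes are said to have risen or fallen where the adjusted p was under 0.05. No pair of libraries held identical values, and the highest correlation between any pair was 0.982.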

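Pla2g2a, which encodes a secreted phospholipase with antibacterial activity, separated the tissues in every library. Its RPKM was 12621 to 14886 in the 3 PCT libraries and 13950.3 to 23987 in the 3 PST libraries. The normal tissues held 149.6 to 389 RPKM in WCN, 134 to 555 in WSN, 274 to 494 in PSN and 575 to 4554 in PCN, with library 2 at the top of PCN. Des, the intermediate filament desmin of muscle, went the other way, at 11.0 to 47.6 RPKM in PCT and 12.1 to 46.4 in PST against 204 to 497 in PCN and 438 to 670.3 in WCN. Over the 500 most variable genes, the first principal component held 73.2% of the variance and the second 8.83%. The lowest tumor library scored 36.1 on the first component. The highest normal library, PCN library 2, scored 1.97, and the next normal library scored -14.2.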

RNA-sequencing (RNA-seq) mapped 17,378 transcripts in colonic tissues from Pirc and WT rats, and principal component analysis (PCA) completely segregated tumor tissues from normal tissues (Figure 4a). 

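Myc, a driver of cell growth downstream of Wnt signaling, was 119 ± 14.8 RPKM (SD, n = 3 rats) in PCT and 35.5 ± 10.9 in PCN (log2 fold change 1.77, SE 0.19, adjusted p = 4.00e-05 from limma). In the other comparisons, where both genes of this paragraph were chosen after their values were seen, Myc differed by a log2 fold change of 0.33 between PCN and WCN (adjusted p = 0.473), -0.33 between PSN and PCN (adjusted p = 0.978) and -0.21 between WSN and WCN (adjusted p = 1.00). Pck1, an enzyme of gluconeogenesis, fell in PCT from 247 ± 68.9 to 9.51 ± 6.11 RPKM (SD, n = 3; log2 fold change -4.75, SE 0.49, adjusted p = 3.87e-05), while its log2 fold change was -0.58 for genotype (adjusted p = 0.628), and 0.75 for SPI in normal-looking Pirc colon (adjusted p = 0.979). Over all 11544 genes tested, the mean size of the log2 fold change was 0.573 between PCT and PCN and 0.679 between PST and PSN. It was 0.303 between PCN and WCN. For SPI it was 0.231 in normal-looking Pirc colon, 0.201 in WT colon and 0.243 in tumors. Log2 fold changes of at least 1 in size, called or not, were seen in 15.9% of genes for PCT vs. PCN, 20.8% for PST vs. PSN, 3.58% for PCN vs. WCN, 2.38% for PSN vs. PCN, 1.15% for WSN vs. WCN and 1.68% for PST vs. PCT. These sizes include the spread between rats, which enters each comparison of 3 rats with 3.

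**Figure D1:**
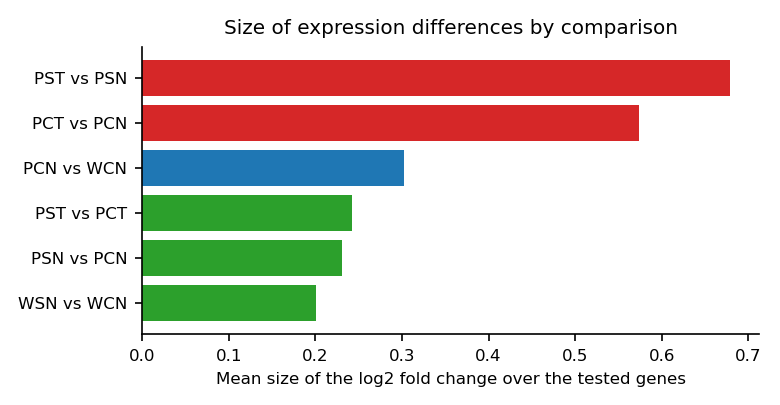
Mean size of the log2 fold change over 11544 genes for 6 comparisons of 3 libraries with 3. Red bars compare tumors with normal-looking colon, the blue bar compares genotypes, and green bars compare SPI with control diet. The tumor bars stand at 0.573 and 0.679, above the genotype bar at 0.303.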

Tumor development had a more marked effect on overall transcriptome levels than host genetics (Pirc *vs*. WT rats) and SPI consumption. 

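Normal-looking Pirc colon held far less Cmah, the hydroxylase that turns N-acetylneuraminate into N-glycolylneuraminate, than WT colon, at 6.29 ± 5.10 RPKM (SD, n = 3 rats) in PCN and 68.7 ± 9.86 in WCN (log2 fold change -3.66, SE 0.43, adjusted p = 0.00107 from limma). Paneth cell defensins, which kill bacteria in the crypt, rose. Defa24 was 171 ± 157 RPKM in PCN and 0.260 ± 0.352 in WCN (log2 fold change 7.34, SE 0.70, adjusted p = 0.000181), and Defal1 70.9 ± 64.6 and 0.150 ± 0.135 (log2 fold change 6.31, SE 0.60, adjusted p = 0.000181). Defa6 (log2 fold change 6.40) and Defa8 (6.41) rose too (adjusted p = 0.0252 for both), but these close copies can share reads, so values of single defensins are uncertain. Defensin values in WCN lie near 0, so the sizes of these log2 fold changes rest on the 0.5 added to each RPKM. Duox2, which makes hydrogen peroxide at the epithelial surface, was 106 ± 19.1 RPKM in PCN and 38.6 ± 6.44 in WCN (log2 fold change 1.45, SE 0.25, adjusted p = 0.0441). Ppp1r14a, a regulator of smooth muscle contraction, fell (log2 fold change -0.97, SE 0.17, adjusted p = 0.0441). Zc3h12a, a ribonuclease that limits inflammatory transcripts, rose (log2 fold change 1.35, SE 0.20, adjusted p = 0.0176). Of 11544 genes, 15 differed between PCN and WCN, 12 higher and 3 lower, and 1545 had an unadjusted p under 0.05, where chance gives 577. Of these 15, 10 also differed the same way between PCT and PCN, against 2.87 for independent lists. The comparisons share the PCN libraries. In 20 simulations of unchanged groups no gene was called in both. Those simulations held no tumor effect, so they cannot show how many shared calls the common libraries would give. Across genes the log2 fold changes had r = 0.151 and covariance 0.0568, against r = -0.502 and covariance -0.0469 in the simulations. Leaving out 1 library moved the count of 15 to 3 without WCN 3, 4 without PCN 3, 5 without PCN 2, 6 without PCT 1, PCT 3, PSN 1, PSN 2 or PSN 3, 7 without PCT 2, PST 3, WCN 1 or WSN 1, 9 without PST 2, and the overlap to 3 without PCN 2 or WCN 3, 4 without PCN 3, 5 without PCT 1, PCT 2 or PCT 3, 6 without PSN 1, PSN 2, PSN 3 or WCN 1. Calls of Cmah, Defa24 and Defal1 held in all of these fits, those of Duox2 and Ppp1r14a ended in 14 and 13 of the 18 (adjusted p up to 0.174 without WCN 3 and 0.194 without PCN 3), those of Defa6 and Defa8 without PCN 2 (adjusted p = 0.106 for both), PCN 3 (0.141 for both), WCN 1 (0.117 for both) or WCN 3 (0.127 and 0.174), and that of Zc3h12a without PCN 1 (0.0519), PCN 2 (0.0744) or WCN 3 (0.127). With only the PCN and WCN libraries in the fit no gene passed (count 0).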

There were 261 differentially expressed genes (DEGs) identified between Pirc and WT normal-looking tissues, half of which (138 genes) overlapped with 2180 DEGs associated with tumor development (Figure 4b). Heatmaps of all DEGs showed a distinct tumor feature when compared to Pirc and WT normal-looking tissues (Figure 4c, PCT *vs*. PCN and PCT *vs*. WCN). 

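Sprr1a, a cornified envelope protein of squamous epithelium, was 38.1 ± 14.8 RPKM (SD, n = 3 rats) in PCT and 0.617 ± 0.884 in PCN (log2 fold change 5.33, SE 0.43, adjusted p = 4.78e-06 from limma). Mmp7, a protease that cleaves matrix and activates defensins, rose from 20.3 ± 29.7 to 551 ± 270.4 RPKM (SD, n = 3; log2 fold change 5.80, SE 1.04, adjusted p = 0.00102). Clca1, a secreted product of goblet cells, fell from 1427 ± 474 to 72.0 ± 78.8 (log2 fold change -4.95, SE 0.73, adjusted p = 0.000303). Against WT colon, Cnn1, calponin of smooth muscle, was 9.82 ± 10.5 in PCT and 417 ± 70.5 in WCN (log2 fold change -5.81, SE 0.70, adjusted p = 2.99e-05). Lgr5, a Wnt target that marks intestinal stem cells, was 46.3 ± 35.4 in PCT and 2.03 ± 2.25 in WCN (log2 fold change 4.33, SE 0.77, adjusted p = 0.000553), and Retnlb, a goblet cell peptide active against bacteria, was 0.550 ± 0.953 and 117 ± 56.2 (log2 fold change -7.03, SE 1.48, adjusted p = 0.00202). In PCT vs. PCN, 3778 of 11544 genes differed, 2427 higher and 1351 lower in tumors. In PCT vs. WCN, 4549 differed, 2880 higher and 1669 lower. The libraries of the groups did not overlap for 50.1% of genes in the first comparison and 55.3% in the second, where chance gives 10%. The comparisons share the PCT libraries, and 3002 genes were called in both, all the same way, against 801 for independent lists, which these are not. The median gene lay 0.13 above 0 in log2 units in PCT vs. PCN and 0.15 in PCT vs. WCN, and with median-of-ratios scaling 49.7% and 48.8% of calls were higher in place of 64.2% and 63.3%. The PCT vs. PCN count was 2313 without PCN library 3 and 2367 without PCT library 1.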

Beyond these tumor/normal comparisons, we were particularly interested in the specific gene changes that were prioritized in response to SPI treatment (Supplemental Figure S3), as discussed below.

**Figure 4.**
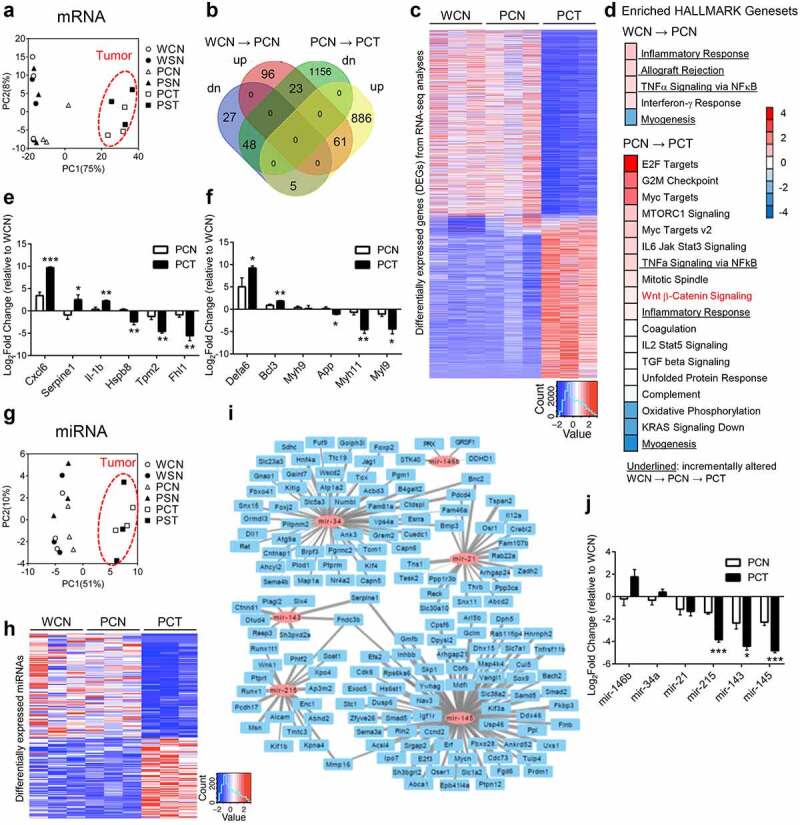
Transcriptomic analyses of colonic tissues obtained at 30-wks from Pirc and WT rats (no SPI treatment). (a) Principal component analysis (PCA) of RNA-seq data segregated tumor from non-tumor. WCN, WT-control diet-normal colonic mucosa; WSN, WT-SPI diet-normal colonic mucosa; PCN, Pirc-control diet-normal looking colonic mucosa; PCT, Pirc-control diet-colon tumor; PSN, Pirc-SPI diet-normal looking colonic mucosa; PST, Pirc-SPI diet-colon tumor. Each group contained three biological replicates, and Pirc normal looking colon was matched to Pirc colon tumor in the corresponding animal. (b) Venn diagrams summarizing differentially expressed genes (DEGs). (c) Heatmap of RNA-seq data representing all DEGs. For the corresponding categories that were prioritized, see (d). (**d**) Enriched GSEA HALLMARK analysis of DEGs between WCN and PCN (upper panel), and between PCN and PCT (lower panel). Underlined terms indicate pathways altered incrementally for group comparisons: WCN→PCN→PCT. Normalized enrichment score is indicated by color scale; −4 (blue) to +4 (red). Wnt signaling (red font) was one of several pathways enriched in the Apc-mutant model. (e) Validation by RT-qPCR of genes in five incrementally altered pathways, underlined in d). (f) Validation by RT-qPCR of genes related to tight junctions and antimicrobial function. (g) PCA of small RNA-seq data segregated tumor from non-tumor for miRNAs. (h) Heatmap of overall DEmiRs. For key miRNAs that were prioritized and validated by RT-qPCR, see panels (i) and (j). (**i**) Cytoscape view of conserved miRNA-RNA targets and the predicted negative associations between RNA-seq and small RNA-seq data. (**j**) Experimental validation of selected miRNAs in Pirc colon tumors. *p < .05, **p < .01, ***p < .001. Two-tailed *t*-test was performed for RT-qPCR results in two-group comparisons. Numerical data are shown as mean±SEM, n = 3

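Smooth muscle genes were lower as a set in PCN than in WCN (median log2 fold change -0.78, camera adjusted p = 1.41e-08, adjusted p = 0.490 with an estimated correlation). Myl9, a myosin light chain, was 365 ± 142 RPKM (SD, n = 3 rats) in PCN and 742 ± 112 in WCN (log2 fold change -1.10, SE 0.40, adjusted p = 0.258 from limma), so the single gene did not pass. Of 26 such genes measured, 1 fell and none rose, also when adjusted over the list alone, and 26 lay below 0. In the direction of the tumors, PCN library 2 had the lowest Myl9 of its group (212 RPKM, against 492 and 391) and the highest Cxcl6 (29.8, against 1.03 and 2.78), and the smooth muscle list also passed without it. Markers of enteric neurons, glia and pacemaker cells, which lie in the same muscle wall, were lower with them (median log2 fold change -0.70, camera adjusted p = 0.00584, adjusted p = 0.541 with an estimated correlation). The TNF/NF-kB response was higher in PCN (median log2 fold change 0.48, camera adjusted p = 8.51e-05, adjusted p = 0.217 with an estimated correlation). None of its 26 genes passed over all genes and 4 rose when adjusted over the list alone. Cxcl1, a chemokine that draws neutrophils, was 5.75 ± 3.50 and 1.13 ± 1.55 RPKM (log2 fold change 2.22, adjusted p = 0.134). Neutrophil markers were higher by a median of 0.49 (camera adjusted p = 0.000573, adjusted p = 0.217 with an estimated correlation), and antimicrobial peptides by 1.35 (adjusted p = 3.24e-08, and 0.00876 with an estimated correlation), with 4 of 15 risen (1 without PCN 2, PCN 3, WCN 1 or WCN 3) and 7 when adjusted over the list alone. T cell markers were higher by a median of 0.53 (adjusted p = 0.0112, 0.541 with an estimated correlation), a call that ended without WCN library 2 (adjusted p = 0.137). The interferon-gamma and antigen presentation list did not pass (median 0.15, adjusted p = 0.188), except without WCN library 3 (adjusted p = 0.00657). The type I interferon list was higher (median 0.57, adjusted p = 0.00358, 0.596 with an estimated correlation), but not without PCN library 2 (adjusted p = 0.202). Mitosis genes were lower (median log2 fold change -0.65, camera adjusted p = 4.67e-07, adjusted p = 0.541 with an estimated correlation). Of 35 lists written before the data were examined, 21 passed with camera at its preset correlation, 1 with an estimated correlation and 4 with fry.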

Geneset Enrichment Analysis (GSEA) combined with HALLMARK identified five pathways altered significantly in Pirc normal-looking colon compared to WT normal colon (Figure 4d, upper panel), indicating differences at the level of host genetics. Three of these pathways were further altered in colon tumors (Figure 4d, lower panel, underlined), *i.e*., Inflammatory Response, TNFα signaling via NFκB, and Myogenesis. 

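Inflammatory genes were among those that rose in tumors. Il1b, a cytokine of the first response to injury, was 28.9 ± 11.9 RPKM (SD, n = 3 rats) in PCT and 5.14 ± 0.734 in PCN (log2 fold change 2.32, SE 0.39, adjusted p = 0.000555 from limma). Cxcl2, a chemokine for neutrophils, was 14.6 ± 5.06 and 1.06 ± 0.924 (log2 fold change 3.48, SE 0.68, adjusted p = 0.00160), and Bcl3, a co-regulator of NF-kB, 132 ± 32.7 and 57.1 ± 2.65 (log2 fold change 1.17, SE 0.19, adjusted p = 0.000396). Of 26 TNF/NF-kB genes, 14 rose and 1 fell, and 16 rose when adjusted over the list alone (median log2 fold change 0.93, camera adjusted p = 0.000976, adjusted p = 0.191 with an estimated correlation). All 9 neutrophil markers measured rose, also over the list alone (median log2 fold change 2.04, camera adjusted p = 2.80e-06, adjusted p = 0.103 with an estimated correlation), among them Csf3r, the receptor for the growth factor of neutrophils (log2 fold change 2.48, SE 0.23, adjusted p = 1.31e-05), and S100a9, an abundant neutrophil protein outside the list, at 794 ± 109 RPKM in PCT and 44.1 ± 21.5 in PCN (adjusted p = 0.000542). Smooth muscle genes fell in tumors, 23 of 26 with none risen, and the same number over the list alone (median log2 fold change -2.24, camera adjusted p = 4.05e-16, adjusted p = 0.185 with an estimated correlation). Myh11, the myosin heavy chain of smooth muscle, was 17.9 ± 8.72 in PCT and 193 ± 70.6 in PCN (log2 fold change -3.42, SE 0.46, adjusted p = 0.000149), and Fhl1, a protein of muscle, 10.3 ± 5.67 and 77.2 ± 19.0 (log2 fold change -2.96, SE 0.35, adjusted p = 6.90e-05). Markers of enteric neurons, glia and pacemaker cells were lower as well (4 of 15 fell, median log2 fold change -0.79, camera adjusted p = 0.000507, adjusted p = 0.406 with an estimated correlation). Of these counts, TNF/NF-kB rises were 8 without PCN 3 or PCT 1, and falls of the neuron list 7 without WSN 1. From pathways altered in normal-looking Pirc colon, the paper proposes differences at the level of host genetics.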

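Wnt/β-catenin targets rose together in PCT. Of 20 targets measured, 18 rose and none fell, also when adjusted over the list alone (median log2 fold change 2.13, camera adjusted p = 4.71e-08, adjusted p = 0.191 with an estimated correlation). Notum, a secreted inhibitor of Wnt ligands, was 22.6 ± 21.8 RPKM (SD, n = 3 rats) in PCT and 1.59 ± 1.67 in PCN (log2 fold change 3.45, SE 0.79, adjusted p = 0.00447 from limma). Wif1, another secreted Wnt inhibitor, was 26.7 ± 27.2 and 2.65 ± 2.31 (log2 fold change 2.95, SE 0.74, adjusted p = 0.00759). Inhba, a subunit of activin, was higher as well (log2 fold change 1.80, SE 0.28, adjusted p = 0.000364). Sp5, a transcription factor induced by Wnt, rose (log2 fold change 3.18, SE 0.89, adjusted p = 0.0133), but not without PCN library 1 (adjusted p = 0.0607), PCN library 3 (0.0506) or PCT library 2 (0.0625). Against WCN the median of the list was 2.47, with 19 risen and none fallen. Between PCN and WCN the list was higher by a median of 0.26 (camera adjusted p = 0.0338, 0.582 with an estimated correlation) with no single target past the test, a call that ended without PCN library 2 (adjusted p = 0.795), WCN library 1 (0.0561) or WCN library 2 (0.0779).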

As expected in the Apc-mutant background, Wnt/β-catenin signaling was upregulated in Pirc colon tumors (Figure 4d, red font). Overexpression of β-catenin protein was associated with poly(ADP-ribose)polymerase (PARP) cleavage, increased cyclin D1, and decreased p53 in Pirc tumors compared to adjacent normal and WT normal colonic tissues (Supplemental Figure S2).

Other pathways of note were related to cell cycle changes, immune response, oxidative stress, and metabolism (Figure 4d). 

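Genes of cell division were higher as sets in PCT. Of 34 DNA replication genes, 24 rose, 30 when adjusted over the list alone, and none fell (median log2 fold change 1.15, camera adjusted p = 3.62e-06, adjusted p = 0.652 with an estimated correlation). Mcm3, a subunit of the replicative helicase, was 31.9 ± 5.95 RPKM (SD, n = 3 rats) in PCT and 10.9 ± 6.16 in PCN (log2 fold change 1.66, SE 0.41, adjusted p = 0.00683 from limma). Of 33 mitosis genes, 24 rose (30 over the list alone; median log2 fold change 1.32, camera adjusted p = 6.19e-06, adjusted p = 0.696 with an estimated correlation), such as Kif23, a kinesin of cytokinesis (log2 fold change 1.65, SE 0.29, adjusted p = 0.000697). These counts rest on few libraries, since the DNA replication count was 6 without PCN 3, 7 without PCT 1 and 9 without PCT 3, and the mitosis count 2 without PCN 3 or PCT 1 and 9 without PCT 3. Ribosome biogenesis genes, many of them Myc targets, rose in 24 of 27 cases (25 over the list alone; median log2 fold change 0.88, camera adjusted p = 1.02e-08, adjusted p = 0.223 with an estimated correlation). Among immune genes, 11 of 15 antimicrobial peptides rose and 1 fell (13 and 1 over the list alone; median log2 fold change 3.02, camera adjusted p = 0.000565, adjusted p = 0.103 with an estimated correlation). Interferon-gamma and antigen presentation genes did not pass as a set (median 0.47, camera adjusted p = 0.140), with 4 risen and 1 fallen of 23, but did without PCN library 2 (adjusted p = 0.0251), without PCT library 3 (0.0446) and with the animal as a paired block (0.0339). Among antioxidant genes of the AhR and NRF2 list, 8 of 17 rose and 2 fell (9 and 4 over the list alone), and the list did not pass as a set (median 0.39, adjusted p = 0.556). Txnrd1, which keeps thioredoxin reduced, was 318 ± 102 and 114 ± 33.0 RPKM (log2 fold change 1.46, SE 0.24, adjusted p = 0.000475), and Gpx2, a glutathione peroxidase of the gut, 1586 ± 178 and 235 ± 164 (log2 fold change 2.96, SE 0.35, adjusted p = 6.90e-05). In metabolism, 6 of 20 genes of butyrate use and fatty acid oxidation fell and none rose (median log2 fold change -0.16, camera adjusted p = 0.00413, adjusted p = 0.223 with an estimated correlation), and Slc16a1, a transporter of butyrate, was 83.9 ± 18.5 and 205 ± 50.2 (log2 fold change -1.28, SE 0.28, adjusted p = 0.00296). Oxidative phosphorylation genes were slightly lower as a set (2 rose and 5 fell of 33; median log2 fold change -0.16, camera adjusted p = 0.00554, adjusted p = 0.705 with an estimated correlation), a call that ended without PCN library 1 (adjusted p = 0.0714) or PCT library 2 (0.175). Absorptive colonocyte markers fell in 10 of 18 cases and goblet cell markers in 7 of 9 (medians -1.78 and -1.97, camera adjusted p = 2.80e-06 and 2.29e-05, adjusted p = 0.185 and 0.143 with an estimated correlation), with none risen in either. Counts were also moved by 1 library for interferon-gamma rises (1 without PCN 3, 2 without PCN 1 or PCT 1 and 9 without PCN 2) and its fall (2 without PST 2), falls of the AhR and NRF2 list (1 without PCN 1, PCN 3, PCT 1 or PCT 2) and of butyrate genes (3 without PCT 1), and oxidative phosphorylation rises (1 without PCN 1, PCN 3, PCT 1 or PCT 3) and falls (1 without PCT 2, 2 without PCN 3 and 3 without PCN 1 or PCT 1).

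**Figure D2:**
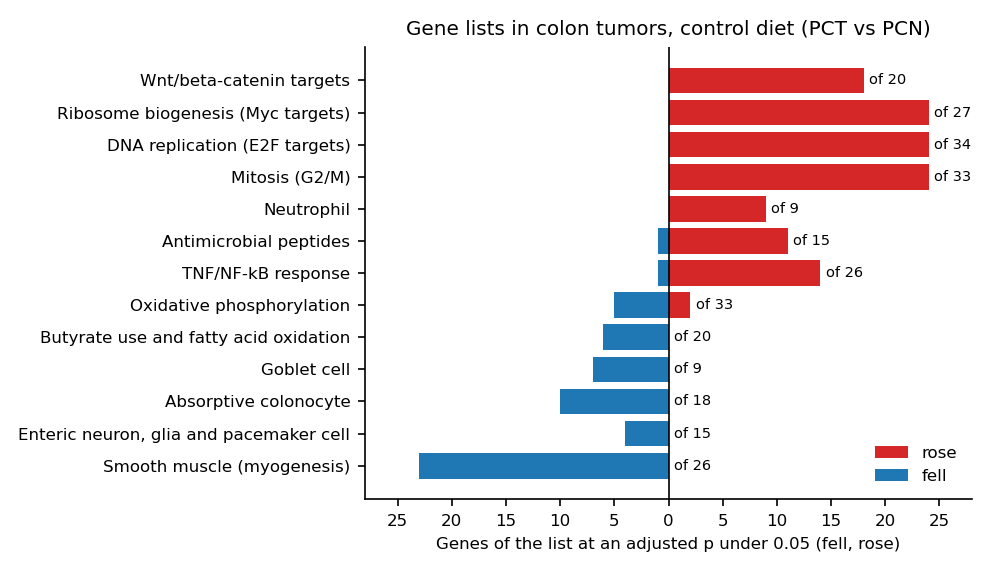
Number of genes of each list that rose (adjusted p under 0.05, limma) or fell in PCT vs. PCN, for 13 gene lists. In the smooth muscle list 23 genes fell, and in the DNA replication list 24 rose.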

Using RT-qPCR for validation, genes upregulated significantly in Pirc colon tumors *vs*. adjacent normal-looking colon included *Cxcl6, Serpine1*, and *Il-1b*, whereas *Hspb8, Tpm2* and *Fhl1* were downregulated (Figure 4e). Compared to adjacent normal colon, upregulation of *Defa6* and *Bcl3* and downregulation of *App, Myh11*, and *Myl9* indicated changes in tight junctions and anti-microbial activity in Pirc colon tumors (Figure 4f).

We also mapped 559 microRNAs (miRNAs) via small RNA-seq, which segregated tumor *vs*. normal-looking colon (Figure 4g). 

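Small RNA from the colonic tissues of the same 6 groups was sequenced from single ends, with 3 libraries in each group. The submitters' processing notes name cutadapt for trimming and blastn for matching collapsed reads to rat mature miRNAs of miRBase. The authors deposited a normalized signal for 559 miRNAs, which proved to be reads divided by a single factor for each library. Every value was a whole multiple of its library's step, within 0.001 of a whole number, and the smallest value above 0 was read as 2 reads. Totals recovered from these steps were 2636670 to 4216243 (median 3590385) in WCN, 1882461 to 4261393 (median 3263282) in WSN, 1952704 to 2542475 (median 2050658) in PCN, 3344089 to 5376082 (median 4029233) in PSN, 1400291 to 3732912 (median 3287736) in PCT and 724954 to 4485011 (median 1453261) in PST. In 29 sets of close copies, 71 miRNAs in all, the values were identical in every library, so such miRNAs cannot be told apart. Values were analysed with limma as log2(signal + 0.5) for the 494 miRNAs with a signal of at least 1 in at least 3 of the 18 libraries. miR-1-3p, a miRNA of muscle, had a signal of 368 to 1322 in PCT and 546 to 1411 in PST, against 4914 to 9459 in PCN and 10539 to 12365 in WCN. miR-146b-5p, induced by NF-kB, went the other way, at 22294 to 36454 in PCT and 22544 to 27391 in PST against 8561 to 12489.7 in PCN and 5956 to 6617 in WCN. The first principal component held 35.3% of the variance and the second 9.42%. The lowest tumor library scored 11.4 on the first component and the highest normal library, PCN library 2, -5.66.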

Similar to the mRNA profiles (Figure 4c), miRNAs had a distinct tumor feature as compared to Pirc and WT normal-looking tissues (Figure 4h, PCT *vs*. PCN and PCT *vs*. WCN). 

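The 4 mature miRNAs of the miR-143/145 cluster, which is expressed mainly in smooth muscle and other mesenchymal cells, all fell in PCT (median log2 fold change -2.40 against PCN). miR-143-3p was 93018 ± 46819.7 (SD, n = 3 rats) in PCT, 510929 ± 105264 in PCN and 1111550.0 ± 306998 in WCN (PCT vs. PCN log2 fold change -2.55, SE 0.32, adjusted p = 8.07e-06 from limma). Of 5 muscle miRNAs 3 fell, among them miR-1-3p (log2 fold change -3.52, SE 0.43, adjusted p = 8.07e-06), while the other 2, miR-133a-3p and miR-133b-3p, have the same mean and SD in PCN and in PCT and so do not count as separate falls. The miR-17/92 family, a target of Myc that promotes proliferation, rose in 7 of 10 cases, and in all 10 when adjusted over the list alone. Its member miR-20a-5p was 2296 ± 216 in PCT and 902 ± 58.6 in PCN (log2 fold change 1.35, SE 0.29, adjusted p = 0.00264). Of 19 miRNAs of the Dlk1-Dio3 imprinted cluster 8 fell, 13 over the list alone, such as miR-379-5p (log2 fold change -2.86, SE 0.56, adjusted p = 0.00139). Among 9 miRNAs linked to inflammation 4 rose (5 over the list alone), one of them miR-146a-5p, a brake on NF-kB signaling, at 29288 ± 6967 and 9880.2 ± 2127 (log2 fold change 1.56, SE 0.25, adjusted p = 0.000110). Its values lie close to those of miR-146b-5p, another of the 4, in every library, so the pair, which can share reads, is uncertain as separate rises. Counts were 4 without PCN 1 or PCT 2 for the miR-17/92 family, 1 without PCN 1, PCN 2, PCN 3, PCT 1 or PCT 2 for muscle miRNAs and 2 without PCT 1, 3 without PCN 2 and 5 without PCT 2 for the Dlk1-Dio3 cluster. None of the 5 miR-200 family members, which are epithelial, and none of 8 let-7 members passed the limma test, with medians of 0.10 and -0.05. The paper states that miRNAs had a tumor feature similar to that of the mRNA profiles.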

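miR-21-5p, an abundant miRNA raised in many carcinomas, was 446767 ± 42936 (SD, n = 3 rats) in PCT and 189549 ± 14581 in PCN (log2 fold change 1.24, SE 0.29, adjusted p = 0.00632 from limma). miR-215, which is expressed in intestinal epithelium, fell from 142171 ± 32831 to 24024 ± 20134 (SD, n = 3; log2 fold change -2.86, SE 0.41, adjusted p = 5.79e-05). miR-34a-5p was 158 ± 34.9 in PCT and 43.3 ± 21.4 in PCN (log2 fold change 1.93, SE 0.43, adjusted p = 0.00329), and miR-146b-5p rose with it (log2 fold change 1.61, SE 0.25, adjusted p = 8.62e-05). Of 494 miRNAs, 78 differed between PCT and PCN, 30 higher and 48 lower in tumors, and 146 had an unadjusted p under 0.05, where chance gives 24.7. Every miRNA that the paper lists in Supplemental Table S6 was measured, and all 115 had the direction listed there, with 71 past the test here and r = 0.979 across miRNAs, which are not independent replicates. The paper drew that table from the same sequencing, so the match is not independent evidence. A further 7 miRNAs passed that are not in the table. The smallest size listed there is a log2 fold change of 1.0193, while no threshold on size was set here. The count was 50 without PCN library 1, 51 without PCN library 2, 34 without PCT library 1 and 37 without PCT library 2, and 121 with only these groups in the fit.

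**Figure D3:**
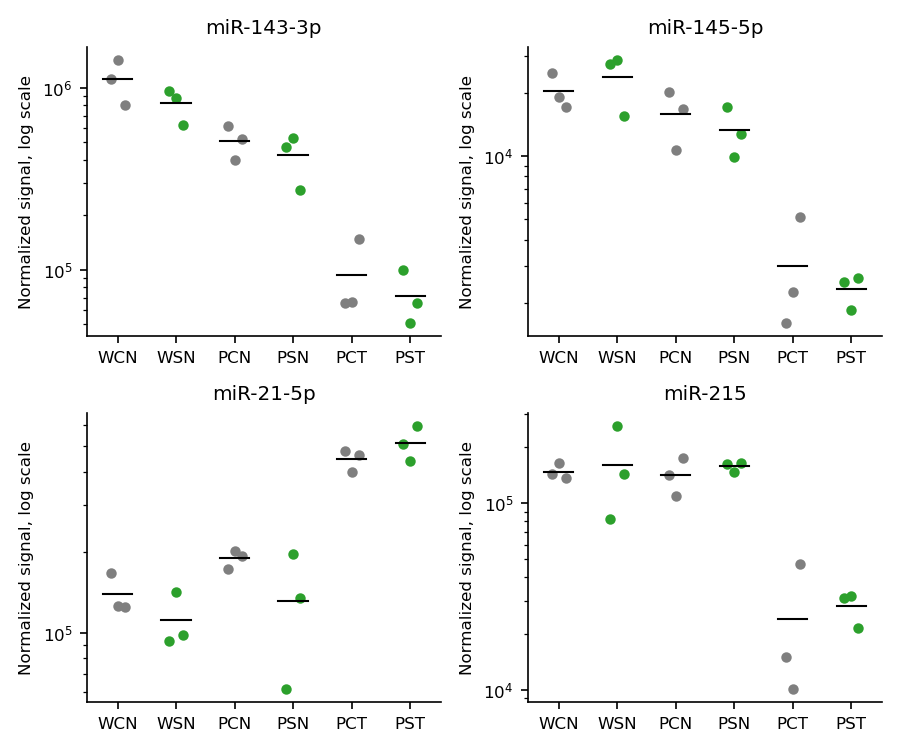
Normalized signal (log axis) of miR-143-3p, miR-145-5p, miR-21-5p and miR-215 in each library of the 6 groups. Points are libraries, gray for control diet and green for SPI, and lines are group means. For miR-215 the PCT mean is 24024 and the PCN mean 142171.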

There were 115 differentially expressed miRNAs (DEmiRs) associated with tumor formation (Figure 4h and Supplemental Table S6). 

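Klf4, a factor of epithelial differentiation and a predicted target of miR-34a-5p, was 22.7 ± 7.81 RPKM (SD, n = 3 rats) in PCT and 79.4 ± 14.9 in PCN (log2 fold change -1.82, SE 0.21, adjusted p = 5.63e-05 from limma). Its fall and the rise of miR-34a-5p in tumors run in opposite directions. Tumor and normal libraries form separate clusters, so the relation of miR-34a-5p with Klf4 was computed within each. In 12 normal libraries it had r = -0.07 (permutation p = 0.822, adjusted 0.822) and rho = -0.07 (permutation p = 0.835, adjusted 0.835). In the 6 tumor libraries, an exact permutation test gave r = -0.30 (permutation p = 0.554, adjusted 0.739) and rho = -0.31 (permutation p = 0.564, adjusted 0.752). Tests were 2-sided, with adjustment over the 4 relations tested, and none passed. Without the 2 libraries farthest from the median of the miRNA, r was -0.12 in normal tissue and -0.09 in tumors.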

We combined TargetScan with RNA-seq and small RNA-seq datasets to identify miRNA-RNA pairs most altered in the Apc-mutant background (Figure 4i). Validation by qPCR corroborated significant downregulation in Pirc colon tumors of miR-215, miR-143, and mir-145 compared with normal-looking colonic mucosa (Figure 4j). Other candidates, such as mir-34a and mir-21, did not reach statistical significance.

Attention shifted next to SPI effects on predicted targets (Figure 5 and Supplemental Figure S3). 

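Cmah rose on SPI in normal-looking Pirc colon, from 6.29 ± 5.10 to 64.2 ± 22.7 RPKM (SD, n = 3 rats; log2 fold change 3.50, SE 0.43, adjusted p = 0.00559 from limma), the level of WT colon on either diet (68.7 ± 9.86 in WCN and 85.3 ± 18.2 in WSN). Slc30a10, an exporter of manganese, was 11.7 ± 5.71 RPKM in PSN and 1.98 ± 0.212 in PCN (log2 fold change 2.21, SE 0.47, adjusted p = 0.334), and 6.79 ± 4.80 in WSN and 1.29 ± 1.14 in WCN (log2 fold change 2.02, SE 0.47, adjusted p = 1.00). Its unadjusted p was 0.000231 and 0.000539, and it did not pass in either genotype. Defa24 differed by -2.79 in Pirc colon (adjusted p = 0.437) and 2.12 in WT colon (adjusted p = 1.00). In Pirc colon 1 of 11544 genes passed and 614 had an unadjusted p under 0.05. In WT colon the limma count was 0, with 376 unadjusted, 295 of them higher on SPI, where chance gives 577. Libraries did not overlap for 11.6% of genes in Pirc colon and 8.76% in WT colon, where chance gives 10%. No gene was called in both genotypes (count 0), and across genes the log2 fold changes had r = -0.14. The call of Cmah ended without PSN library 1 (adjusted p = 0.0676), PSN library 3 (0.0636) and with only these groups in the fit (0.445). The count of 1 in Pirc colon was 2 without PCN 1, PSN 2 or PST 2, 0 without PSN 1 or PSN 3, and 4 with the replicate number as a block.

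**Figure D4:**
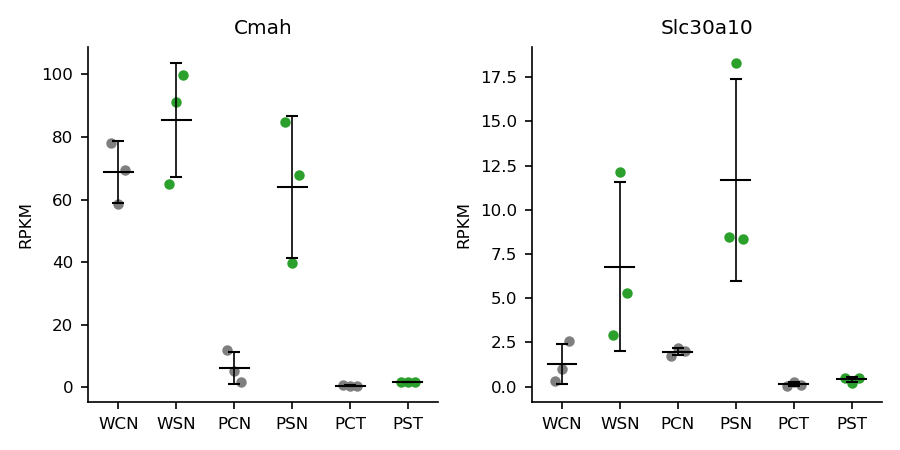
Cmah and Slc30a10 in RPKM in each library of the 6 groups. Points are libraries, gray for control diet and green for SPI, and lines with bars are the mean ± SD (n = 3). Cmah means are 6.29 in PCN and 64.2 in PSN.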

Compared to the AIN basal diet control group, SPI consumption altered 4 genes in common among the 101 DEGs in WT rats and 80 DEGs in Pirc normal colon (Figure 5a). GSEA indicated significant downregulation of cell cycle-related pathways and upregulation of immune-related pathways in Pirc and WT rats fed SPI, with three pathways in common among the genotypes (Figure 5b). 

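Mitosis genes were lower as a set on SPI in WT colon (median log2 fold change -0.35, camera adjusted p = 1.07e-06, adjusted p = 0.594 with an estimated correlation), with 32 of 33 below 0, and higher as a set in normal-looking Pirc colon (median log2 fold change 0.31, camera adjusted p = 0.000887, adjusted p = 0.708 with an estimated correlation), with 31 of 33 above 0. Ccna2, cyclin A2, differed by -0.66 in WT colon (SE 0.48, n = 3 rats a group, adjusted p = 1.00 from limma), and Cdk1, the kinase of mitotic entry, by 0.56 in Pirc colon (SE 0.47, adjusted p = 0.979). Among immune genes, the interferon-gamma and antigen presentation list was higher in WT colon (median log2 fold change 0.46, camera adjusted p = 1.45e-05, adjusted p = 0.504 with an estimated correlation; 22 of 23 above 0), for example Gbp5, a guanylate-binding protein (0.96, SE 0.43, adjusted p = 1.00). In Pirc colon its median was 0.04 (adjusted p = 0.471). T cell markers were higher in WT colon (median log2 fold change 0.47, camera adjusted p = 0.000777, adjusted p = 0.504 with an estimated correlation), as were B cell and lymphoid follicle markers (median log2 fold change 1.44, camera adjusted p = 0.000788, adjusted p = 0.523 with an estimated correlation; 11 of 11 above 0). In Pirc colon, smooth muscle genes were higher on SPI (median log2 fold change 0.55, camera adjusted p = 4.23e-08, adjusted p = 0.452 with an estimated correlation), together with markers of enteric neurons, glia and pacemaker cells (median log2 fold change 0.98, camera adjusted p = 2.78e-08, adjusted p = 0.253 with an estimated correlation), such as Stmn2, a neuronal protein (1.37, SE 0.47, adjusted p = 0.767). Antimicrobial peptides were lower (median log2 fold change -0.58, camera adjusted p = 3.57e-05, adjusted p = 0.0753 with an estimated correlation), with 6 of 15 fallen when adjusted over the list alone and none over all genes. No list passed with an estimated correlation or with fry in either genotype (counts 0), out of 14 called in WT and 18 in Pirc colon by camera at its preset correlation. The 35 lists tested include 2 whose genes the paper chose on these samples, so those 2 are not independent of the data. The mitosis call ended in WT colon without WSN library 2 (adjusted p = 0.320), and in Pirc colon it ended without PSN library 3 (0.148) and its direction turned without PCN library 3 (0.259). In WT colon the interferon-gamma call ended without WCN library 2 (0.221), the T cell call without WCN library 2 (0.108) or WSN library 3 (0.185), and the B cell list turned without WSN library 3 (0.665), while the interferon-gamma list passed in Pirc colon without PCN library 2 (0.0230).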

The latter pathways included TNFα Signaling through NFκB, Hypoxia, and Epithelial Mesenchymal Transition. 

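In normal-looking Pirc colon, TNF/NF-kB genes were lower as a set on SPI (median log2 fold change -0.41, camera adjusted p = 3.57e-05, adjusted p = 0.249 with an estimated correlation), with 23 of 26 below 0 and 2 fallen when adjusted over the list alone. Cxcl1 was 1.04 ± 0.0945 RPKM (SD, n = 3 rats) in PSN and 5.75 ± 3.50 in PCN (log2 fold change -1.89, SE 0.53, adjusted p = 0.546 from limma), and Bcl3 differed by -0.77 (adjusted p = 0.437). Genes of hypoxia and glycolysis were lower too (median log2 fold change -0.21, camera adjusted p = 0.00187, adjusted p = 0.452 with an estimated correlation). Pfkfb3, which raises glycolytic flux, differed by -1.43 in Pirc colon (SE 0.32, adjusted p = 0.377) and by 0.69 in WT colon (SE 0.32, adjusted p = 1.00). The fibroblast and matrix list, which covers part of the genes of epithelial mesenchymal transition, did not pass in Pirc colon (median -0.22, camera adjusted p = 0.102) or in WT colon (median 0.23, adjusted p = 0.153). In WT colon 19 of 26 TNF/NF-kB genes lay above 0, and neither that list (median 0.25, adjusted p = 0.109) nor the hypoxia list (median 0.07, adjusted p = 0.516) passed. Tested as an interaction of genotype and diet, the TNF/NF-kB list differed between genotypes (median log2 fold change -0.65, camera adjusted p = 4.67e-05, adjusted p = 0.204 with an estimated correlation). The hypoxia call in Pirc colon ended without PSN library 3 (adjusted p = 0.0966), and the TNF/NF-kB list passed in WT colon without WCN library 1 (0.00267) or WSN library 1 (0.00562). The fibroblast and matrix list passed in Pirc colon without PCN library 3 (0.00903), without PSN library 2 (0.000854) and with the replicate number as a block (0.0451), and in WT colon without WCN library 1 (0.0198) or WSN library 1 (0.000868), 2 (0.00785) or 3 (0.00549).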

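Tumors of rats on SPI differed from normal-looking colon in Wnt targets, genes of DNA replication and smooth muscle genes. Sprr1a was 43.2 ± 22.2 RPKM (SD, n = 3 rats) in PST and 0.0267 ± 0.0462 in PSN (log2 fold change 6.27, SE 0.43, adjusted p = 7.15e-07 from limma). T, the brachyury transcription factor and a Wnt target, rose (log2 fold change 6.46, SE 0.73, adjusted p = 1.81e-05). Wnt/β-catenin targets rose in 18 of 20 cases, the same number over the list alone, with none fallen (median log2 fold change 2.71, camera adjusted p = 5.60e-08, adjusted p = 0.161 with an estimated correlation). DNA replication genes rose in 26 of 34 (29 over the list alone; median log2 fold change 1.21, camera adjusted p = 1.08e-05, adjusted p = 0.647 with an estimated correlation). Smooth muscle genes fell in 24 of 26 (25 over the list alone; median log2 fold change -2.72, camera adjusted p = 1.02e-15, adjusted p = 0.161 with an estimated correlation), such as Myl9 (log2 fold change -3.51, SE 0.40, adjusted p = 1.81e-05), together with 11 of 15 markers of enteric neurons, glia and pacemaker cells (median log2 fold change -1.52, camera adjusted p = 7.75e-07, adjusted p = 0.161 with an estimated correlation), such as Vip, a neuropeptide (log2 fold change -4.16, SE 0.37, adjusted p = 3.99e-06). Oxidative phosphorylation genes fell in 15 of 33 cases and 1 rose (median log2 fold change -0.35, camera adjusted p = 3.42e-05, adjusted p = 0.414 with an estimated correlation), and 12 of 20 genes of butyrate use and fatty acid oxidation fell (13 over the list alone, where 1 rose; median log2 fold change -0.48, camera adjusted p = 0.000227, adjusted p = 0.161 with an estimated correlation). In PST vs. PSN, 4886 genes differed, 2986 higher and 1900 lower, and the libraries did not overlap for 49.4% of genes, where chance gives 10%. Of these, 3164 were also called in PCT vs. PCN, 2018 higher and 1145 lower in both and 1 in opposite directions, against 850.1 the same way for independent lists. The comparisons share no library, and log2 fold changes had r = 0.895 across genes. The test of the difference between the tumor effects on the 2 diets called 0 genes with limma, with 456 at an unadjusted p under 0.05, and 15 of 35 lists with camera, 0 with an estimated correlation and with fry. List counts moved to 12 without PSN 2 for DNA replication, 6 without PSN 1 for the neuron list and 7 without PSN 3 for oxidative phosphorylation. The overlap was 2084 without PCN library 3, and the median log2 fold change of all genes in PST vs. PSN was 0.12 (61.1% of calls higher, 49.6% with median-of-ratios scaling).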

After SPI consumption, 2945 DEGs were identified in Pirc colon tumors compared to normal colon, and 1754 of the DEGs also were detected in tumors *vs*. normal colon from rats given control diet (Figure 5c). Among the pathways most strongly implicated were IFN-α and IFN-γ for tumors from SPI-fed rats compared to rats given control diet.

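Interferon genes were higher as a set in PST than in PCT. Of 31 type I interferon genes 27 lay above 0 (median log2 fold change 0.48, camera adjusted p = 0.0165, adjusted p = 0.957 with an estimated correlation), and of 23 interferon-gamma and antigen presentation genes 17 did (median log2 fold change 0.25, camera adjusted p = 0.0228, adjusted p = 0.957 with an estimated correlation). No single gene of either list passed, over all genes or over the list alone. Cxcl10, a chemokine induced by interferon, was 119 ± 61.8 RPKM (SD, n = 3 rats) in PST and 36.2 ± 15.6 in PCT (log2 fold change 1.65, SE 0.63, adjusted p = 0.546 from limma), and B2m, the light chain of MHC class I, 1514 ± 301 and 1061 ± 64.9 (log2 fold change 0.49, SE 0.18, adjusted p = 0.545). T cell markers were higher with them (median log2 fold change 0.33, camera adjusted p = 0.0189, adjusted p = 0.957 with an estimated correlation), for example Ccl5, a chemokine made by T cells (log2 fold change 1.36, SE 0.46, adjusted p = 0.528). Isg15 and Ifit3, chosen after their values were seen, were highest in PST library 1, at 558 and 95.4 RPKM, against 19.6 and 7.72 in PST library 2 and 42.6 and 12.4 in PST library 3. Without PST library 1 the type I interferon list turned negative (adjusted p = 0.0398). That call ended without PCT library 3 (adjusted p = 0.608), the interferon-gamma call without PCT library 3 (0.344) or PST library 1 (0.694), and the T cell call without PCT library 1 (0.0636) or PST library 1 (0.381). In PST vs. PCT 0 of 11544 genes passed with limma, 920 had an unadjusted p under 0.05, where chance gives 577, and the libraries did not overlap for 10.3% of genes, where chance gives 10%. The count was 2 without PCT library 3, 18 without PST library 3 and 5 with no filter on low values.

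**Figure D5:**
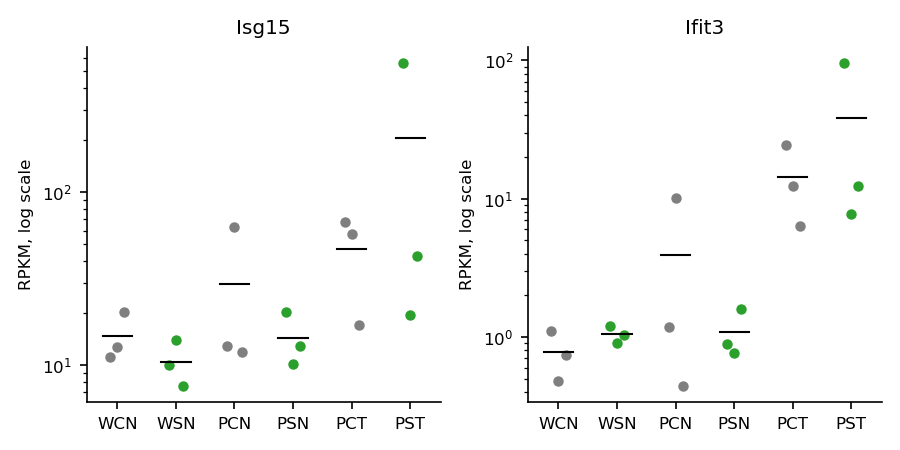
Isg15 and Ifit3 in RPKM (log axis) in each library of the 6 groups. Points are libraries, gray for control diet and green for SPI, and lines are group means. PST library 1 stands at 558 for Isg15.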

**Figure 5.**
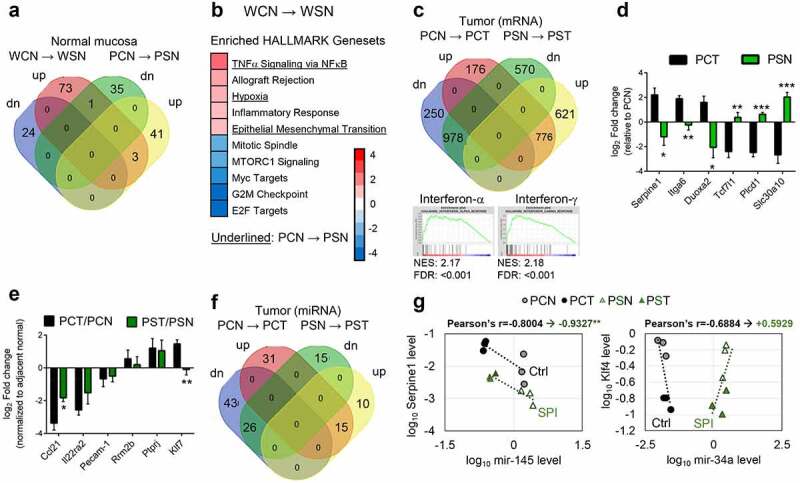
Transcriptome changes due to SPI treatment. (a) Venn diagrams of DEGs for miRNAs altered by SPI treatment in Pirc and WT rats. (b) Statistically significant pathways from GSEA HALLMARK analysis, highlighting SPI effects on WT normal colon. Underlined terms indicate affected pathways in Pirc normal looking colon. (c) Venn diagram of tumor DEGs, comparing Pirc colon tumors after Ctrl or SPI diet consumption, and (below) GSEA enrichment in tumors arising despite SPI treatment (putative ‘SPI-resistant’ colon polyps). (d) Validation by RT-qPCR of genes reversed in PCT *vs*. PSN groups. (e) Assessment of normalized molecular targets linked to oncogenic outcomes in Pirc colon tumors following SPI consumption. (f) Venn diagram of tumor DEmiRs in Pirc tumors from rats given Ctrl or SPI diet. (g) Corroboration of miRNA-mRNA relationships by RT-qPCR, in Pirc tissues from Ctrl and SPI treatment groups. *p < .05, **p < .01, ***p < .001. Numerical data are presented as mean±SEM, n = 3. For Pearson’s correlation, degree of freedom (N-2) = 4 and the critical value = 0.917 (*p* = .01). Supplemental Table S7 provides miRNA-mRNA prediction data for miR145/*Serpine1* and mir-34/*Klf4.*

We also considered two scenarios for the antitumor efficacy: (1) genes up- or downregulated in colon tumors relative to adjacent normal colon that were reversed by SPI in Pirc normal colon, and (2) genes that were normalized in colon tumors from rats given SPI compared with colon tumors from Pirc rats given control diet. 

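Of 93 genes that the paper lists for the first scenario, 21 rose and 44 fell in PCT vs. PCN, and 28 did not pass. In PSN vs. PCN 1 of them passed (Cmah), 5 when adjusted over the list alone, and 33 had an unadjusted p under 0.05. Slc30a10 fell in PCT (log2 fold change -2.00, SE 0.47, adjusted p = 0.00471 from limma, n = 3 rats a group), and its log2 fold change on SPI was above 0. Tcf7l1, a repressor of Wnt targets, fell in PCT (log2 fold change -1.26, SE 0.20, adjusted p = 0.000408) and had a log2 fold change of 0.64 on SPI (SE 0.20, adjusted p = 0.704). Plcd1, a phospholipase C, fell in PCT (log2 fold change -2.13, SE 0.22, adjusted p = 3.34e-05) and differed by 0.51 on SPI (adjusted p = 0.911). Tumor and SPI effects had opposite signs for 86 genes (92.5%), against 55.4% of all genes tested and 33.2% in simulations with shared PCN libraries and no change. Of 43 genes listed for the second scenario 40 were tested, 19 rose and 18 fell in PCT vs. PCN, and 3 did not pass (falls were 11 without PCT 1). In PST vs. PCT the limma test called 0 of them, 7 over the list alone, and 13 had an unadjusted p under 0.05. Klf7, a transcription factor, was 3.94 ± 0.701 RPKM (SD, n = 3) in PST and 7.32 ± 1.63 in PCT (log2 fold change -0.81, SE 0.21, adjusted p = 0.489), and Ccl21, a chemokine of lymphatic vessels, 37.9 ± 12.3 and 16.4 ± 6.41 (log2 fold change 1.21, SE 0.34, adjusted p = 0.506). Adjusted over the list alone, Klf7 and Ccl21 passed (adjusted p = 0.0277 for each), as did Slc30a10 in PSN vs. PCN (adjusted p = 0.00717). Signs were opposite for 36 (90.0%), against 50.0% of all genes and 66.5% in simulations with shared PCT libraries. Both lists were chosen by the paper on these samples, so neither their directions nor the passes over the list alone are independent evidence.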

The first scenario would implicate primary prevention of colonic aberrant crypt foci or microadenomas, before they advanced to later stages. These genes included *Serpine1, Itga6, Duoxa2, Tcf7l1, Plcd1* and *Slc30a10* (Figure 5d). Comparing tumor to tumor in scenario 2, *Ccl21* and *Klf7* were normalized by SPI ingestion, relative to basal diet (Figure 5e).

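In tumors of rats on SPI, miR-143-3p was 71621 ± 24747 (SD, n = 3 rats) in PST and 425173 ± 133846 in PSN (log2 fold change -2.57, SE 0.32, adjusted p = 8.52e-06 from limma), and all 4 members of the miR-143/145 cluster fell. miR-21-5p was 513099 ± 77649.7 and 130904 ± 67860.2 (log2 fold change 2.12, SE 0.29, adjusted p = 1.55e-05). The miR-17/92 family rose in 9 of 10 cases, such as miR-106b-5p (log2 fold change 1.48, SE 0.30, adjusted p = 0.00101), and 6 of 9 miRNAs linked to inflammation rose (7 when adjusted over the list alone), such as miR-132-3p (log2 fold change 1.68, SE 0.36, adjusted p = 0.00141). In the miR-17/92 family, miR-20a-5p and miR-20b-5p again had close values (means of 2055 and 2005 in PST), so they are uncertain as separate rises. Of 19 Dlk1-Dio3 miRNAs 9 fell (3 without PSN 1 or PST 2 and 5 without PSN 3). Some of them lay near 0, such as miR-329-3p (mean 4.77 in PSN and 0 in PST) and miR-299a-5p (4.80 and 0.411). The sizes of such falls rest on the 0.5 added to each signal. PST libraries also held fewer reads (median 1453261, and 724954 in PST 2) than PSN libraries (median 4029233). Loss of rare miRNAs at low depth is thus not excluded among the falls. Of 494 miRNAs, 109 differed, 37 higher and 72 lower in PST. Of these, 41 were also called in PCT vs. PCN, 15 higher and 26 lower in both, against 9.24 for independent lists, and across miRNAs the log2 fold changes had r = 0.721. The count of 109 was 63 without PSN library 1, 71 without PSN library 3, 67 with only these groups in the fit and 72 for miRNAs with a mean of at least 50. The overlap was 27 without PCN library 1 and 24 without PCT library 1.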

In terms of miRNAs, among 66 DEmiRs in colon tumors from SPI-fed rats, 41 DEmiRs similarly were detected in colon tumors from animals on Ctrl diet (Figure 5f). After investigating RNA-miRNA pairs and validating as before (Figure 4j), colon tumors exhibited loss of miR-145 with increased *Serpine1* and gain of mir-34a with reduced *Klf4* (Figure 5g and Supplemental Table S7). A negative correlation for mir-145/*Serpine1* was maintained after SPI consumption, whereas the mir-34a/*Klf4* trend was reversed by SPI treatment (Figure 5g).

### Crosstalk between microbiome and host transcriptome responses

Integrating antitumor outcomes (Figure 1) with α-diversity (Figure 2), we observed a significant inverse association for tumor multiplicity (Figure 6a, left panel) but not tumor volume (Figure 6a, right panel). Tumor multiplicity was inversely correlated with three unclassified *Bacteroidales* families (Figure 6b and Supplemental Table S8). At the genus level, one unclassified *Lachnospiraceae* and one unclassified *Ruminococcaceae* genus were negatively correlated with tumor multiplicity, whereas one other unclassified *Ruminococcaceae* genus was positively correlated (Figure 6c). Metagenome prediction in relation to tumor multiplicity outcomes found significant inverse correlations for butanoate metabolism and calcium signaling, and positive associations for peptidases and pathways in cancer (Figure 6d).

**Figure 6.**
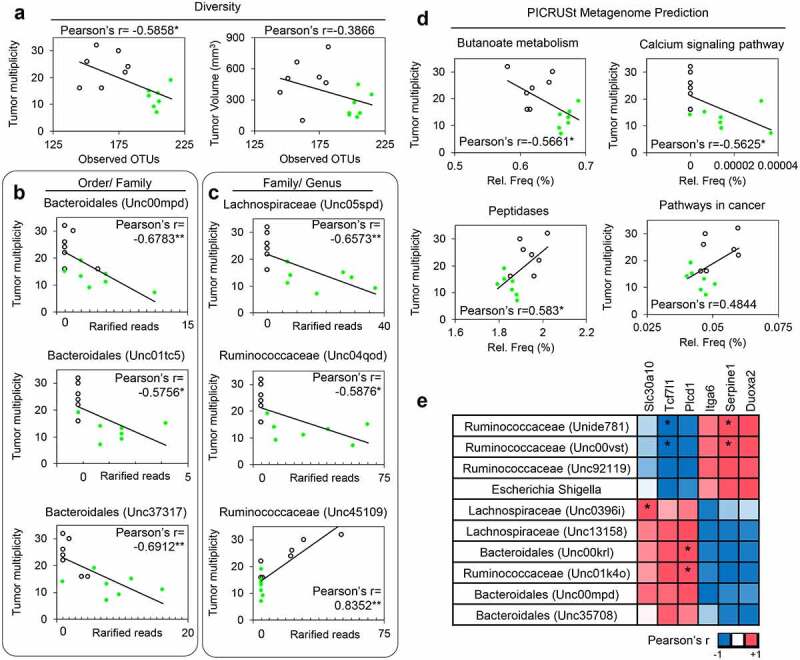
Integrating gut microbiome, gene expression and tumor outcomes after SPI treatment in the Pirc model. (a) Associations between gut microbiome diversity and host disease outcomes, expressed as tumor multiplicity or tumor volume. Associations also were probed between tumor multiplicity and the relative abundance of bacterial OTUs at the (b) family and (c) genus level. (d) Correlations between tumor multiplicity and metagenome prediction. (e) Associations between relative abundance of bacterial OTUs and anticancer/tumor suppressor genes identified in Pirc colon. Pearson’s correlation coefficient data were represented as positive (red) or negative (blue); asterisk indicates statistical significance. For Pearson’s correlation in a)-d), degree of freedom (N-2) = 12 and the critical value = 0.533 (*p* = .05), and 0.661 (*p* = .01). For Pearson’s correlation in e), degree of freedom (N-2) = 1 and the critical value = 0.997 (*p* = .05)

We also compared microbiome and host gene expression changes based on the transcriptomic data (Figure 6e). Significant positive correlations were noted for *Lachnospiraceae* (Unc0396i) and the efflux transporter *Slc30a10, Bacteroidales* (Unc00krl) and *Ruminococcaceae* (Unc01k4o) and the phospholipase C family member *Plcd1*, and *Ruminococcaceae* (Unide781 and Unc00vst) and the serine protease inhibitor *Serpine1*. Negative correlations were detected for *Ruminococcaceae* (Unide781 and Unc00vst) and the transcription factor *Tcf7l1*.

### Metabolomic corroboration of mechanistic leads

To validate correlations from the microbiome and transcriptome studies, metabolomics was performed on adenomatous colon polyps and normal colon tissues obtained from Pirc rats at 30 weeks (Figure 1a). As predicted from the microbiome data (Figure 3g), among the fifty-one metabolites identified in the rat (Supplemental Table S9) several were associated with fatty acid metabolism, the TCA cycle, and pathways in cancer (Figure 7a-d). Metabolites downstream of linoleate and 15-lipoxygenase-1 (15-LOX-1), such as (13S)-hydroxyoctadecadienoic acid (13(S)-HODE), exert proapoptotic antitumor mechanisms in CRC.^25–27^ Notably, lower levels of these metabolites in Pirc colon tumors tended to be normalized in adenomatous polyps following SPI treatment, comparable to the levels detected in normal-looking Pirc colon ±SPI (Figure 7a). Similar trends were observed for 2-aceto-2-hydroxybutanoate, which was increased significantly in colon tumors after SPI treatment (Figure 7b). On the other hand, L-glutamate and *N*-acetylneuraminate were detected at higher levels in colon tumors, and SPI treatment reduced these metabolites in adenomatous polyps, comparable to the levels observed in normal-looking Pirc colon ±SPI (Figure 7c and d).

**Figure 7.**
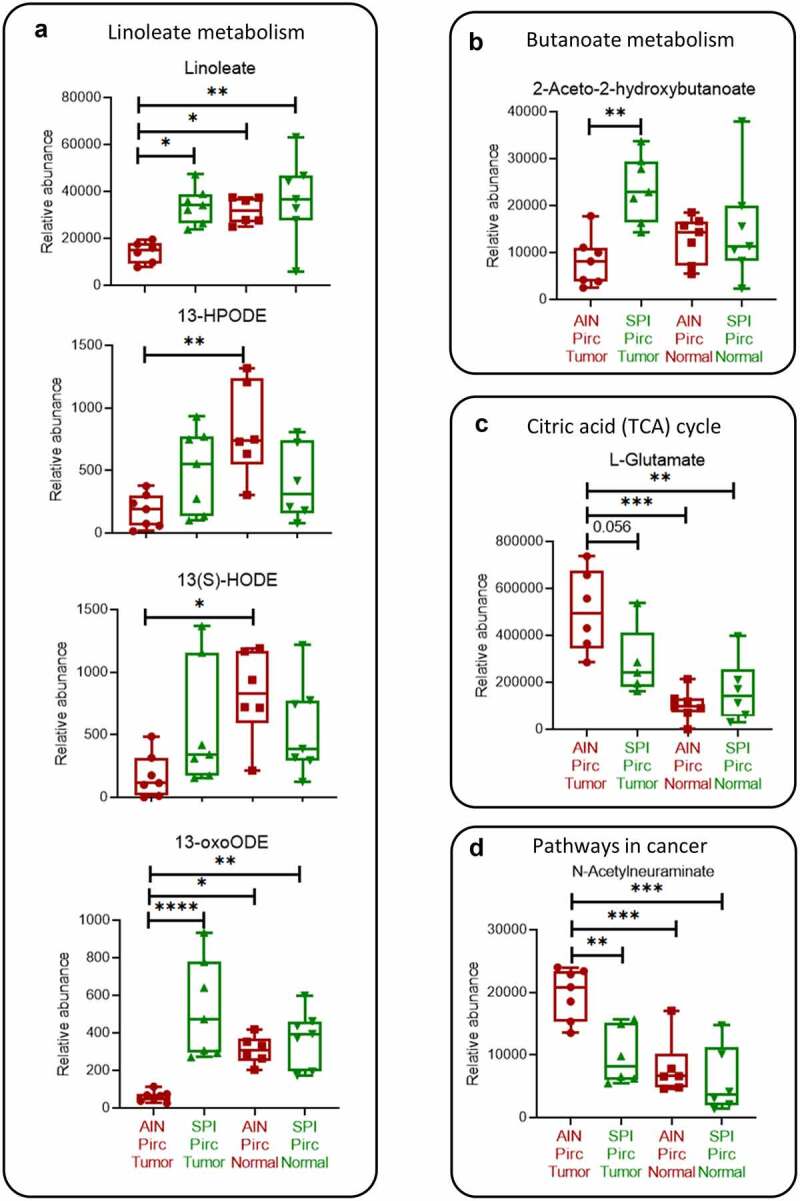
Metabolomic data after SPI consumption in the Pirc model. (a) Linoleate (linoleic acid) and its metabolites. (b) 2-aceto-2-hydroxybutanoate. (c) L-glutamate. (d) *N*-acetylneuraminate. Each datapoint represents one colon tumor or one normal colonic mucosa sample from rats in the corresponding groups. One-way ANOVA was used to compare the mean of each column with the mean of every other column, with Tukey correction for multiple comparisons (GraphPad Prism 9.0). *p < .05; **p < .01; ***p < .001; ****p < .0001

## Discussion

We examined the interrelationships between host genetics, gut microbial composition, dietary exposure, and disease outcome in an Apc-mutant model that mimics hereditary human CRC.^12–15^ Lower gut microbial diversity was circumvented by feeding rats dietary SPI under conditions in which significant suppression of adenomatous polyps occurred in the colon and small intestine. This work extends prior observations on the decreased microbial diversity and loss of Firmicutes, *Clostridia*, and *Lachnospiraceae* in Apc^Min/+^ mouse^21^ and human colorectal cancers.^28,29^ In a short-term clinical study, Firmicutes was decreased by consumption of an animal-based diet, whereas Bacteroidetes was lowered by a plant-based diet.^20^ *Ruminococcaceae* phylotypes were increased by resistant starch in obese men, whereas *Lachnospiraceae* phylotypes were increased by non-starch polysaccharides.^30^ Phylum-, Family- and Genus-level taxonomic changes also were observed in the current investigation after intervention with dietary SPI, including increased Verrucomicrobia and *Lachnospiraceae* and decreased *Ruminococcaceae, Bacteroidaceae, Desulfovibrionaceae, Bacteroides*, and *Desulfovibrio*. The latter observations implicate a possible role for spinach in anti-inflammatory responses and enhanced gut barrier function.^31,32^

In contrast to the marked effect on the gut microbiome, long-term SPI intake exerted a relatively modest impact on host transcriptomics, based on mRNA and miRNA sequencing. 

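The miRNA with the clearest response to SPI was miR-770-5p, which lies in the Dlk1-Dio3 imprinted region. Its signal was 581 ± 145 (SD, n = 3 rats) in PSN and 31.8 ± 15.7 in PCN (log2 fold change 4.25, SE 0.52, adjusted p = 2.70e-05 from limma), a call that held in all 18 fits that left out 1 library. In tumors it was 323 ± 205 in PST and 45.2 ± 2.36 in PCT (log2 fold change 2.63, SE 0.52, adjusted p = 0.0253), and WT colon held 131, 139 and 101 in WCN and 28.6, 199 and 73.8 in WSN. No miRNA of the lists written before the data were examined passed for SPI over all miRNAs (counts 0 with limma), the other Dlk1-Dio3 miRNAs and the miR-143/145 cluster included. Adjusted over the list alone, 2 rose and 3 fell of 5 in the miR-200 family, 1 rose and 1 fell of 10 in the miR-17/92 family and 1 of 9 inflammation miRNAs fell in PSN vs. PCN, 2 of 3 in the miR-34 family fell and 1 of 3 red blood cell miRNAs rose in WSN vs. WCN, and 0 passed in PST vs. PCT. Of the miR-200 family, miR-141-3p and miR-200a-3p had close means (33858 and 34767 in PSN, 56426 and 57739 in PCN), so they are uncertain as separate falls. Over all miRNAs, 2 Dlk1-Dio3 miRNAs rose in PST vs. PCT without PCT 3. Of 494 miRNAs, 1 passed in PSN vs. PCN, 1 in PST vs. PCT and 0 in WSN vs. WCN, with 54, 36 and 14 at an unadjusted p under 0.05. limma voom on the recovered reads, chosen after the data were seen, gave the same counts. The tumor call of miR-770-5p ended without PCT library 1 (adjusted p = 0.110), PCT library 2 (0.0917), PSN library 2 (0.0576), PST library 2 (0.284), PST library 3 (0.0732) or WCN library 1 (0.0591), and with only these groups in the fit (0.210). From mRNA and miRNA sequencing, the paper concludes that SPI had a modest effect on host transcripts beside its effect on the microbiome.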

We prioritized genes associated with adenomatous polyp suppression by SPI that were correlated with microbiome abundance. *Serpine1* encodes plasminogen activator inhibitor type 1 (PAI-1), which is elevated in sporadic and hereditary CRC, and has an essential role in extracellular matrix proteolysis and matrix metalloproteinase activity.^33–35^ Mucosal gene expression profiling of *SERPINE1*, plus inflammatory regulators such as *CXCL1, STAT3*, and *IL* family members, revealed associations with the decreased abundance of Firmicutes and Bacteroidetes subsets, as in human CRC.^36^ *DUOXA2* is a maturation factor for the epithelial antimicrobial dual oxidase DUOX2, which is among several NADPH oxidase/dual-oxidase family members deregulated in CRC and Crohn’s disease, acting via NFκB.^37,38^ *DUOX2* expression reportedly was negatively correlated with *Bacteroides, Lachnospiraceae*, and *Blautia*, but positively correlated with *Pasteurellaceae, Enterobacteriaceae*, and Gammaproteobacteria.^38^

We also extended our prior work on carcinogen-induced rat colon tumors that examined miRNAs and the mRNA targets.^17^ 

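miR-145-5p, of a cluster expressed mainly in smooth muscle and other mesenchymal cells, had a signal of 3003 ± 1883 (SD, n = 3 rats) in PCT, 15888 ± 4841 in PCN and 20314 ± 4109 in WCN (log2 fold change -2.53, SE 0.35, adjusted p = 2.51e-05 for PCT vs. PCN from limma). On SPI it was 2328 ± 423 in PST and 13298 ± 3650.0 in PSN (log2 fold change -2.49, SE 0.35, adjusted p = 2.07e-05). The opposite arm of the same precursor, miR-145-3p, fell as well (log2 fold change -2.27, SE 0.32, adjusted p = 2.51e-05 for PCT vs. PCN). Between PCN and WCN the log2 fold change of miR-145-5p was -0.39 (SE 0.35, adjusted p = 0.848). Smooth muscle genes were lower in the same tumor comparisons (median log2 fold change -2.24 in PCT vs. PCN and -2.72 in PST vs. PSN). Less muscle wall in the tumor pieces is thus not excluded for the fall of miR-145-5p, and a loss within tumor cells was not tested.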

Mir-145 was among the most highly downregulated miRNAs in Pirc colon tumors, consistent with its proposed tumor suppressor role in human CRC, although mir-145 was unexpectedly upregulated in carcinogen-induced colon tumors,^17^ for reasons that remain unclear. Previous studies prioritized *SERPINE1* as a target of mir-143/145 in bladder cancer,^39^ as well as mir-34a in liver cancer, regulating *KLF4*.^40^ *KLF4* is targeted by multiple miRNAs,^40,41^ including mir-34a, and in the Pirc model the mir-34a/*Klf4* axis was altered by SPI treatment. *KLF4* is an important zinc-finger transcription factor involved in cell cycle regulation, somatic cell reprogramming, and tumorigenesis. Reduced *KLF4* is documented in rat^41,42^ and human colon tumors,^43,44^ suggesting an avenue for precision nutrition in the clinical setting.^45^

Metabolomic analyses corroborated several key findings from the microbiome and transcriptome studies, providing valuable insights into the anticancer effects of SPI. Tumor-associated linoleate and its 15-LOX-1-dependent intermediates were lower in Pirc controls fed basal AIN diet, and they were normalized in colon polyps after SPI treatment (Figure 7a), consistent with the proposed anticancer mechanisms of these metabolites.^25–27^ Several other intermediates associated with fatty acid metabolism also were detected in metabolomic analyses, such as 6-keto-prostaglandin E_1_ (6-keto-PGE_1_) and PGE_2_ ethanolamine; changes after SPI consumption were consistent with an overall shift toward anti-inflammatory, proapoptotic and tumor suppression pathways (Supplemental Figure S4). Thus, in SPI-fed rats, a decreased flux through pro-inflammatory leukotrienes and prostaglandins was paralleled by increased levels of 9-LOX, 15-LOX-1, prostacyclin, and cytochrome P450 (CYP) metabolites that are linked to anticancer outcomes.^25–27^

One noteworthy observation was that enzymes associated with fatty acid metabolism (Supplemental Figure S4, blue font) were not among the main candidates prioritized by RNA-seq analyses (Supplemental Figure S3). 

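Enzymes of linoleate and arachidonate metabolism changed in both directions in tumors. Of 25 measured, 9 rose and 6 fell in PCT vs. PCN (median log2 fold change 0.01, mean 0.21, while camera gave the direction down, adjusted p = 0.792). Alox12, a 12-lipoxygenase, was 38.9 ± 23.8 RPKM (SD, n = 3 rats) in PCT and 2.85 ± 2.48 in PCN (log2 fold change 3.64, SE 0.46, adjusted p = 9.75e-05 from limma), and Hpgd, which breaks down prostaglandins, 53.2 ± 28.0 and 378 ± 91.8 (log2 fold change -2.91, SE 0.42, adjusted p = 0.000244). In PST vs. PSN 9 rose and 9 fell (9 and 10 when adjusted over the list alone; median -0.23, mean 0.07, camera down, adjusted p = 0.287). For SPI no enzyme passed over all genes in any tissue (counts 0 with limma). Pla2g4a, which releases arachidonate from membranes, was 3.16 ± 0.0929 RPKM in PSN and 1.54 ± 0.595 in PCN (log2 fold change 0.89, SE 0.24, adjusted p = 0.474). In tumors, Alox5ap, the helper of 5-lipoxygenase, was 5.41 ± 3.26 in PST and 11.9 ± 3.48 in PCT (log2 fold change -1.17, SE 0.29, adjusted p = 0.489), Ephx2, an epoxide hydrolase, differed by -0.61 (adjusted p = 0.489) and Ltc4s, leukotriene C4 synthase, by -1.27 (adjusted p = 0.528). Without PST library 3, Alox5ap (adjusted p = 0.0250) and Ephx2 (0.0434) passed. When adjusted over the list alone, 2 enzymes fell in PST vs. PCT and none rose, and none passed in PSN vs. PCN or WSN vs. WCN.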

Why would the transcriptomic data following SPI treatment not implicate the enzymes involved in linoleate metabolism? We speculated that certain intermediates detected in rat tissues at 30 weeks (Figure 1a) might derive directly from the SPI incorporated into the AIN basal diet, and this was confirmed via unbiased metabolomic analyses of the freeze-dried spinach. Thus, among the 700+ analytes in SPI, several corresponded to key intermediates detected in Pirc colon tumors and normal-looking tissues (Supplemental Tables S9 and 10, green font). These included linoleate, 13(S)-hydroperoxy-9Z,11E-octadecadienoic acid (13-HPODE), and (9Z,11E)-13-oxooctadeca-9,11-dienoic acid (13-oxoODE), as well as L-glutamate and N-acetylneuraminate. Interestingly, the 2-aceto-2-hydroxybutanoate metabolite that was increased in colon tumors from SPI-fed rats (Figure 7b) was not detected in freeze-dried spinach, implicating beneficial butyrate-producing gut bacteria linked to increased α-diversity as the source.^46–48^

Although L-glutamate and *N*-acetylneuraminate were detected in freeze-dried spinach (Supplemental Table S10), colon tumors at 30 weeks had reduced rather than increased levels of these intermediates following dietary SPI administration (Figure 7c and d). Diminished L-glutamate levels in adenomatous polyps from SPI-fed rats would be synonymous with synthetic lethality,^49^ circumventing TCA cycle functions that are dependent on glutamine metabolism as a means of sustaining mitochondrial energetics. Lower levels of *N*-acetylneuraminate in tumors from SPI-fed rats would implicate altered cell surface glycans that are critical for pathways in cancer, including immune evasion, resistance to apoptosis, and enhanced proliferation, metastasis and angiogenesis.^50–52^ 

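Eif2b2, a subunit of the exchange factor that reloads eIF2 with GTP, was 54.5 ± 7.45 RPKM (SD, n = 3 rats) in PST and 66.6 ± 6.88 in PCT (log2 fold change -0.29, SE 0.12, unadjusted p = 0.0289 and adjusted p = 0.552 from limma), and did not pass. It rose in PCT vs. PCN (log2 fold change 0.69, SE 0.12, adjusted p = 0.000741) and in PST vs. PSN (log2 fold change 0.37, SE 0.12, adjusted p = 0.0237). The latter call ended without PSN library 1 (adjusted p = 0.0975), PSN library 2 (0.0570), PST library 1 (0.0517) or PST library 3 (0.106), and with median-of-ratios scaling (0.0535). In WT colon its log2 fold change on SPI was -0.29 (adjusted p = 1.00) and in normal-looking Pirc colon 0.03 (adjusted p = 0.989). In PST vs. PCT, Chac1, a glutathione-degrading enzyme induced by ATF4, had a log2 fold change of 1.33 (adjusted p = 0.534) and the unfolded protein response list was higher (median log2 fold change 0.18, camera adjusted p = 0.0190, adjusted p = 0.957 with an estimated correlation). That list call ended without PCT library 2 (adjusted p = 0.221), PST library 1 (0.162) or PST library 2 (0.0825).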

Notably, altered sialyation has been linked to activation of the inflammasome mediator eIF2,^50^ which in an APC-deficient background attenuates MYC-dependent apoptosis,^53^ unless circumvented by mechanisms that downregulate EIF2 – as observed for *Eif2b2* in colon tumors from SPI-fed rats (Supplemental Figure S3b, green arrow).

Limitations of the current investigation include the need for verification and quantification of metabolites using refence standards and NMR-based methodologies, and expanded metabolomic analyses beyond the predominantly hydrophilic analytes prioritized here, recognizing that chlorophylls and related phytochemicals can exert anticancer effects in the colon and other tissues.^9–11,54–61^ Freeze-dried SPI removes the water, leading to concentration of the constituent phytochemicals, such as betaine, chlorophylls, carotenoids, flavonoids, and polyunsaturated fatty acids, as well as the fiber content.^9–11^ There are many types of dietary fiber in commonly consumed foods, exerting differential impacts on the gut microbiota, short-chain fatty acid production, and metabolic regulation.^62–64^ Future studies should seek to corroborate the relative contributions of the fiber and phytochemical content, given the promising anticancer efficacy outcomes identified here. Clinical translation of freeze-dried whole foods, such as SPI, to at-risk patients might provide valuable quality-of-life benefits by delaying colectomy and drug intervention.^65^

In conclusion, we provided the first evidence for the marked anticancer efficacy of dietary SPI in the Apc-mutant Pirc model. After eliminating deregulated β-catenin as the primary mechanistic target, subsequent work identified significant reshaping of the gut microbiome in SPI-fed rats, along with changes in host transcriptomics and RNA-miRNA networks. Metabolomic analyses corroborated the predicted changes in linoleate and butanoate metabolism, TCA cycle, and pathways in cancer. Whereas butanoate metabolism was probably associated with increased α-diversity of the gut microbiome, multiple SPI-derived linoleate intermediates with known anti-inflammatory and proapoptotic mechanisms were detected at increased levels in the colon tumors from rats treated with dietary SPI. A recent report provided confirmation of 15-LOX-1/13(S)-HODE mechanisms using conditional knockout and over-expressing mouse models of colorectal cancer, which implicated LRP5-SNX17 interactions.^27^ Future experiments will seek to corroborate additional mechanistic leads from the work reported here, including the dietary fiber aspects and other targets identified by integrated multi-omics.

## Materials and methods

### Preclinical

Prior approval was obtained from the Institutional Animal Care and Use Committee. After weaning, Pirc (F344/NTac-*Apc^am1137^*, Taconic Farms, Inc. USA) and WT F344 male rats were assigned randomly to basal AIN93 control diet (Ctrl) or AIN93 diet containing 10% w/w freeze-dried baby SPI. Diets were replenished every 2 to 3 days, and animal body weights were monitored weekly. Monthly endoscopy was employed for temporal tracking of polyp development in the rat colon, as described before.^12,14^ Each polyp was assigned a unique ‘address’ in the colon, based on a reported methodology.^18^ Prior to termination, 3–4 rats in each group were injected with BrdU (100 mg/kg body weight), and animals were euthanized 1 h later by CO_2_ inhalation. A thorough necropsy examination was performed, and tissue samples were taken for histopathology and molecular analysis, as reported.^12,14^

### Proteins

Tissue sections (5 μm) were stained with hematoxylin and eosin (H&E), or immunostained with antibodies for β-catenin (BD Biosciences # 610153), cleaved caspase-3 (Cell signaling #9661), and BrdU (BD Biosciences # 347580), at the Research Histology, Pathology and Imaging Core, The University of Texas MD Anderson Cancer Center. A BrdU labeling index was determined, as described,^66^ and cleaved caspase-3 was quantified as percent positive-stained crypts in a given field. The corresponding β-catenin labeling index revealed no marked differences in Pirc rats ±SPI, including nuclear positivity within luminal, central and basal regions of the crypt column.^66^ Three biological replicates were employed for WT-Ctrl, WT-SPI, Pirc-Ctrl, and Pirc-SPI groups. For each tissue section, at least 15 independent fields were quantified in the proximal, middle, and distal regions of the colon. Immunoblotting was performed as reported,^12–14,67–70^ using Cell Signaling primary antibodies for PARP (#9542), β-catenin (#9581), p53 (#9282), and cyclin D1 (#2926), with β-actin as loading control (Sigma, A1978).

### Microbiome

Frozen gut contents from rats in each group were submitted for bacterial genomic DNA extraction at the Center for Metagenomics and Microbiome Research (CMMR), Baylor College of Medicine, Houston, Tx, followed by microbiome analyses as reported.^71–73^ The 16S rDNA V4 region was amplified and barcoded via PCR and sequenced using the MiSeq platform (Illumina) with the 2 × 250 bp paired-end protocol. OTUs at a similarity cutoff value of 97% were generated by the UPARSE algorithm and mapped to SILVA database. The dataset had a total raw read count of 1207636, with a minimum of 30714, a maximum of 48497, and a mean of 43556. For total mapped reads, the corresponding values were 261076, 7525, 10900 and 9324, respectively. OTU tables and Agile Toolkit for Incisive Microbial Analyses (ATIMA) were provided by CMMR for primary data visualization. ATIMA microbiome data were subjected to the Kruskal-Wallis test, with the adjusted *P*-values indicated in the figures. Beta diversity was assessed using the PCoA ordination on Bray-Curtis weighted and unweighted UniFrac distances to determine separation among or between groups. Weighted and unweighted UniFrac distances between groups were further analyzed by PERMANOVA using the R package. LEfSe used rarefied OTU data from CMMR, and results were generated with LDA>2 and *p* < .05 (Kruskal-Wallis test). PICRUSt used raw BIOM files to map Greengenes for metagenome prediction, coupled to Statistical Analysis of Metagenomic Profiles (STAMP). Results were replotted using Prism or Excel. To associate microbiome and disease outcome, bacterial diversity and OTUs were integrated with matched tumor multiplicity and tumor volume datasets. At the family and genus level, tumor outcomes were plotted by linear regression analysis, coupled to Pearson correlation coefficient. To integrate microbiome OTUs with host gene predisposition and anticancer outcomes, we calculated the Pearson correlation by group for enriched microbiome OTUs from LEfSe (genus level) and the reads per kilo base per million mapped reads (RPKM) of the host transcriptome. No additional FDR adjustment was made for the LEfSe analyses in the Galaxy LEfSe module (alpha set to 0.01).

### Transcriptome

Flash-frozen rat colon tissues (n = 3–5 replicates per group) were subjected to total RNA extraction using a Qiagen miRNeasy mini kit, according to the manufacturer’s instructions. After DNase digestion and purity/integrity confirmation, as reported,^12,14^ RNA samples were run on a 1% denaturing agarose gel prior to library preparation for RNA and small RNA sequencing. For RNA library preparation, NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB, E7490) and NEBNext® Ultra™ Directional RNA Library Prep Kit (NEB, E7420) were performed with 3 μg RNA input as the starting material. For small RNA library preparation, NEBNext® Small RNA Library Prep Set for Illumina® (NEB, E7300) were performed with 1 μg RNA input as the starting material. The RNA went through 3ʹ ligation, primer hybridization, 5ʹ ligation, first strand synthesis, PCR amplification and size selection (MinElute Gel Extraction Kit, Qiagen). During library construction, each sample was tagged with a specific index at the PCR amplification step. The library concentration was measured by Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and the size of the library was assessed by 2% agarose gel with 2 ng library material. Samples were diluted to 1 pmol for further library pooling. Before loading the pooled library into the NextSeq 550/500 system (Illumina), 1 nM library was denatured and diluted according to NextSeq System Denature and Dilute Libraries Guide (Illumina). Stranded RNA sequencing was conducted by paired-end sequencing with 75-bp read length and small RNA sequencing was conducted by single-end sequencing with 50 bp read length. Fastq files were generated on BaseSpace for further bioinformatics processing and analysis.

### Metabolome

Pre-weighed samples of rat colon tumor and normal colonic mucosa (n = 6–7 matched biological replicates), collected at the time of necropsy, were homogenized in 0.5 ml cold methanol and 0.2 ml chloroform in pre-cooled Garnet bead tubes using a Precellys®24 beadbeater. Samples were centrifuged at 3000 rpm for 10 mins at 4°C and 0.7 ml cold water was added to the supernatant. The aqueous phase was collected by centrifugation at 3000 rpm for 1 min, and the extraction procedure was repeated. The pooled aqueous (upper) phase was passed through a sterile nylon cell strainer and lyophilized (Labconco^TM^). Lyophilized samples were reconstituted in 50 μl methanol/water (1:1, *v/v*) and stored at −80°C until analysis. Untargeted liquid chromatography high-resolution accurate-mass spectrometry (LC-HRAM^TM^) profiling was conducted on a Q Exactive™ Plus Hybrid Quadrupole-Orbitrap™ Mass Spectrometer coupled to a Dionex UltiMate 3000 high-performance liquid chromatography system (Thermo Scientific^TM^). A Synergi Fusion-RP C-18 column (Phenomenex) was used with a methanol/acetonitrile solvent gradient, and mass scanning in the positive mode was in the range 50 to 750. The MS1 and MS1-dependent MS2 spectra were collected at an *m/z* resolution of 70,000 and 17,500, respectively, with the autosampler maintained at 4°C. Methanol/water (1:1 *v/v*) blanks were injected between each run to prevent sample carryover. Parallel unbiased LC-MS studies also were conducted on the freeze-dried spinach, taking multiple random samples of the batch material prior to incorporation into the rodent AIN basal diet. Samples (n = 10) were shipped cold overnight in foil-wrapped sealed containers, and analyzed by Professor Kyongbum Lee, Department of Chemical and Biological Engineering, Tufts University, Medford, MA.

Raw metabolomic data were imported into Progenesis QI (Waters) for alignment, peak picking, and compound identification. Among the 17243 features detected, candidates were identified by reference to the Human Metabolome Database (HMDB) and KEGG. Raw abundance data were normalized to initial sample weights, incorporating Partial Least Squares Discriminant Analysis (PLSDA). Features were further filtered by their appearance in three independent metabolomic databases, with at least three biological replicates and a significant ANOVA test. This resulted in 5946 differential features for further analysis. Significant features were subjected to clustering and correlation by MetaboAnalyst 4.0.^74–77^ The *p*-values (two-tailed *t*-test) and *t*-scores (standardized test statistic) were generated for multiple group comparisons of metabolic networks and functional metabolite prediction via Mummichog version 2 in R.^78^ Primary prediction of 883 compound names was mapped to the KEGG COMPOUND Database, and pathway analyses by Mummichog were ranked according to the *p*-value, using *p* = .05 as the cutoff.

### Bioinformatics

RNA-seq data were processed and analyzed as reported.^12^ DEGs were called using DESeq2, with adjusted *p*-value <0.05. MiRNA-seq raw Fastq data were trimmed using cutadaptor, and reads with the same sequence were collapsed and counted. Mature and hairpin miRNA sequence data for rat were downloaded from miRbase (http://www.mirbase.org/ftp.shtml). Collapsed reads were mapped to rat mature miRNA sequences using blastn. The counts table was input to DESeq2 to call DEmiRs with adjusted *p*-value <0.05. PCA was performed using DESeq2 for both RNA-seq and miRNA-seq datasets. Functional term-enrichment of DEGs used GSEA (Java Desktop v3.0 Beta 2) with FDR cutoff <0.05. Six miRNAs were prioritized for target RNA analysis. Target prediction was conducted by TargetScan 7.2 for rat specific analysis, and miRNA-mRNA pairs with *p*-value < −0.5 were retained in Cytoscape.^79^ Additional methodologies were as reported.^80–83^

### RNA

RNA extraction and purification were as reported, using a minimum of three biological replicates per group.^12–14,84–86^ After SuperScript III (Thermo Fisher Scientific) or miScript RT II (Qiagen) kits, quantitative PCR (qPCR) reactions were performed by LightCycler® FastStart DNA Master SYBR Green (Roche Applied Science) on a LightCycler96 instrument. Primers for mRNA qPCR were designed by NCBI-BLAST (see Supplemental Table S11), whereas primers for miRNA qPCR were purchased custom-made from Qiagen. Internal controls were *Gapdh* and *U6B* small nuclear RNA for mRNA and miRNA analyses, respectively. RNAs and miRNAs were selected based on prior validation and ranking in GSEA data. Original gene lists for tight junction and anti-microbial function were obtained from KEGG and Gene Ontology (GO) resources, respectively, and further sorted by the sequencing data to generate genes of interest. We focused on six miRNAs consistently altered in Pirc colon tumors, and filtered miRNA-mRNA pairs by conserved UTR target site in human and rat, with a linear correlation <-0.7 in sequencing data. Verification of miRNAs and mRNAs was by qPCR (Pearson’s test, with r <-0.5).

### Statistics

Statistical analysis of two-group comparisons was performed using an unpaired two-tailed *t*-test. Correlation analysis was performed by linear and Pearson’s correlation, for miRNA-RNA target and microbiome-host correlations, in tumor and diet intervention groups. For matched tumor outcome-microbiome correlation analysis, seven biological replicates of Pirc/Ctrl or Pirc/SPI were undertaken, whereas three biological replicates were used for SPI responsive gene-microbiome correlations. Unbiased metabolomic analyses typically used n = 6–7 biological replicates per group. In the figures, each datapoint designates a single colon tumor or normal colonic mucosa sample from individual rats in the corresponding groups. One-way ANOVA was used to compare the mean of each column with the mean of every other column, with Tukey correction for multiple comparisons (GraphPad Prism 9.0). The level of significance was designated in the figures as follows: *p < .05; **p < .01; ***p < .001; ****p < .0001, or with the exact *p* value.^85–90^

## Abbreviations

**Table:** 

Apc	Adenomatous polyposis coli
ATIMA	Agile Toolkit for Incisive Microbial Analyses
BrdU	bromodeoxyuridine
CMMR	Center for Metagenomic and Microbiome Research
CRC	colorectal cancer
COX	cyclooxygenases
Ctrl	control
CYP	cytochromes P450
DEGs	differentially expressed genes
DEmiRs	differentially expressed miRNAs
DHET	dihydroxyicosatrienoic acid
8,9-DHET	8,9-dihydroxy-5Z,11Z,14Z-icosatrienoic acid
GO	Gene Ontology
GPx	glutathione peroxidase
GSEA	Gene Set Enrichment Analysis
H&E	hematoxylin and eosin
HETE	hydroxyeicosatetraenoic acid
13-(S)HODE	(13S)-hydroxyoctadecadienoic acid
5-HPETE	5-hydroperoxyeicosatetraenoic acid
KEGG	Kyoto Encyclopedia of Genes and Genomes
6-keto-PGE1	6-keto prostaglandin E1
6-keto-PGF1α	6-keto prostaglandin F1α
9(S)HETE	(19S)-hydroxyeicosatetraenoic acid
13-HPODE	13S-hydroperoxy-9Z,11E-octadecadienoic acid
9(S)-HPOT	(10E,12Z,15Z)-(9S)-9-hydroperoxyoctadeca-10,12,15-trienoic acid
LEfSe	LDA Effect Size
LTA_4_	leukotriene A_4_
miRNA	microRNA
5-LOX	5-lipoxygenase
9-LOX	9-lipoxygenase
15-LOX-1	15-lipoxygenase-1
OTUs	Operational Taxonomic Units
13-oxoODE	(9Z,11E)-13-oxooctadeca-9,11-dienoic acid
PARP	poly (ADP-ribose) polymerase
PCA	Principal Component Analysis
PCoA	Principal Coordinate Analysis
PGE2	prostaglandin E2
PICRUSt	Phylogenetic Investigation of Communities by Reconstruction of Unobserved States
Pirc	polyposis in rat colon
PLA_2_	phospholipase A_2_
RNA-seq	RNA sequencing
RPKM	reads per kilo base per million mapped reads
RT-qPCR	reverse transcription quantitative polymerase chain reaction
SPI	spinach
STAMP	Statistical Analysis of Metagenomic Profiles
WT	wild type.

## Supplementary Material

Supplemental Material

## Data Availability

Data associated with this article were deposited in GEO with accession number GSE180160.

## Author details

^1^Center for Epigenetics & Disease Prevention, Texas A&M Health, Houston, TX, USA; ^2^Deparment of Chemical Engineering, College of Engineering, Texas A&M University, College Station, TX, USA; ^3^Department of Chemical and Biological Engineering, Tufts University, Medford, MA, USA; ^4^Department of Translational Medical Sciences, Texas A&M College of Medicine, Houston, TX, USA.

## Health and Safety

All mandatory laboratory health and safety procedures have been complied with in the course of conducting the experimental work. This included, in the latter stages, following local, state and national guidelines on social distancing, wearing of PPE, staggered work schedules, and other covid-related safety measures.

# Supplementary material for: Dietary spinach reshapes the gut microbiome in an Apc-mutant genetic background: mechanistic insights from integrated multi-omics
**Source:** Gut Microbes. 2021 Sep 8;13(1):1972756. doi: 10.1080/19490976.2021.1972756
**Supplement:** Supplemental Material

## Slide 1

Histology, apoptosis, and proliferation markers in the rat colon
a
WT (crypts, 4X)
Pirc (tumor, 20X)
Pirc (crypts, 4X)
Ctrl
H&E
SPI
a H&E staining. Scale bar = 100 mm at 20X magnification or 500 mm at 4X magnification.
b Quantification of cleaved caspase-3 in colonic crypts of Pirc and WT rats.
c Bromodeoxyuridine (BrdU) labeling index in colonic crypts of Pirc and WT rats.
The labeling indices for BrdU and cleaved caspase 3 were determined as reported.12
b
c
Cleaved caspase-3
BrdU labeling
*
*
% positive crypts
*
*
*
*

# Supplementary material for: Dietary spinach reshapes the gut microbiome in an Apc-mutant genetic background: mechanistic insights from integrated multi-omics
**Source:** Gut Microbes. 2021 Sep 8;13(1):1972756. doi: 10.1080/19490976.2021.1972756
**Supplement:** Supplemental Material

## Slide 1

Immunoblotting of colon tissues in the rat
Pirc
WT
N
N
N
T
T
T
PARP
b-catenin
p53
cyclin D1
b-actin
T, tumor; N, matched normal-looking colonic mucosa; WT, wild type. Loading control, b-actin.

# Supplementary material for: Dietary spinach reshapes the gut microbiome in an Apc-mutant genetic background: mechanistic insights from integrated multi-omics
**Source:** Gut Microbes. 2021 Sep 8;13(1):1972756. doi: 10.1080/19490976.2021.1972756
**Supplement:** Supplemental Material

## Slide 1

Heatmaps of genes altered by spinach consumption in the rat
b
a
Tumor-associated genes normalized by SPI
Stra6
Ccl20
Kifl9
Ctse
Ltbp2
Chrd
Jak3
Cgnl1
Fcer2
Serpine1
Plcxd2
Alpl
Dgat2
St3gal4
Itgb6
MMp12
Tmem173
Defa6
Noxo1
Defa8
Tlr2
Duoxa2
Fasn
Col6a2
Hk1
Sgcb
Abcc3
Igfbp6
Ccng2
Rasl12
Bmp5
Gsn
P2ry14
Mov10
Slc22a5
Cyp3a9
Tspan1
Slc41a3
Bco2
Eno3
Pf4
Tppp
Slc30a10
Aldh1a1
Glul
Aox1
Slc37a2
Caskin2
Pla2g3
Papss1
Tsc22d1
Ahrr
Stk17b
Osgin1
Cry2
Scnn1a
Gluca2a
Tmigd1
Rhod
Slc26a3
Plcd1
Mep1a
Mapre3
Cmah
Gnb5
Cpa3
Mettl7b
Arl4d
Amigo2
Id4
Grem2
Rims1
Krt20
Cldn23
Pmp22
Cav1
Eepd1
Kcnd3
Synpo2
Ppp1r3c
Tns1
Tagln
Acta2
Csrp1
Tacr2
Pygm
Hspb6
Pcp4l1
Tf
Pdim4
Cpa6
Tcf7l1
Ppp1r14a
SPI-altered genes in Pirc normal-looking colon
PCN PCT PSN
PCT/PCN PST/PSN
Prpsap2
Recql5
Cpne3
Scml4
Grpel2
Susd3
Pcdh17
Rundc3a
RGD621098
Tp53i11
Gtf2ird1
Ptprj
Rgs12
Rrm2b
Eif2b2
Plekhg5
Ghrhr
Lfng
Inmt
Klf7
Cd7
Pecam1
Add3
Plcl1
Radil
Serpinb9
Kcnq2
Dusp8
Bgn
Ccl21
Enpp3
Nt5c
Mtus2
Nlgn3
Tmc8
Acta1
Il22ra2
Psmb8
Adtrp
Cdc42bpa
Herpud2
Art2b
Cpxm2

# Supplementary material for: Dietary spinach reshapes the gut microbiome in an Apc-mutant genetic background: mechanistic insights from integrated multi-omics
**Source:** Gut Microbes. 2021 Sep 8;13(1):1972756. doi: 10.1080/19490976.2021.1972756
**Supplement:** Supplemental Material

## Slide 1

Fatty acid metabolism in the Pirc rat ± dietary spinach (SPI)
13-oxoODE
9(S)-HPOT
9-LOX
15-LOX-1
GPx
Dehydrogenase
Linolenate│Linoleate
13-HPODE
13-HODE
(pro-apoptotic)
Desaturases
Membrane phospholipids
PLA2
5-LOX
CYP
Arachidonate
HETEs, DHETs
9(S)-HETE
COX
5-HPETE
Leukotriene A4
Cycloendoperoxides
Leukotrienes (e.g., LTA4, pro-inflammatory)
Prostacyclin
Prostaglandins (inflammatory, e.g., PGE2)
Thromboxanes
6-keto-PGF1a (anticancer)
6-keto-PGE1
PGE2 Ethanolamine
8,9-DHET
Analytes in rat tissues that were also detected in spinach

How the deposited data were processed for this re-analysis (not part of the article)

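RNA-seq and small RNA-seq were carried out on colonic tissue of Pirc and WT rats, in 18 libraries for each assay, 3 for each of the 6 groups WCN, WSN, PCN, PSN, PCT and PST. Per the submitters' labels and the paper's methods, RNA-seq libraries were poly(A)-selected, directional and read from both ends, and Bowtie2 and DESeq2 are the tools named in the submitters' processing notes. Aligner settings, genome build and annotation are not given in the sources used here. The authors deposited RPKM values, for which they had scaled the reads of each gene by its length and by the mapped reads of the library, rounded to 2 decimals. Of 17378 entries, 2707 were 0 in every library, and 26 whose names a spreadsheet had turned into dates were left out. For small RNA-seq, the authors trimmed adapters with cutadapt, collapsed identical reads and matched them with blastn to rat mature miRNAs of miRBase. Their deposited signal values for 559 miRNAs are reads divided by a single factor for each library, as the values themselves showed. Every signal value lay within 0.001 of a whole multiple of 0.5 times the smallest value above 0 of its library, so the smallest value was read as 2 reads. The plan named edgeR for miRNA counts and limma for normalized values, and limma was used because these values are not counts.

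RPKM values hold no read totals. The relative depth of each RNA-seq library was estimated from the spacing of its lowest values, by an estimator that recovered 54 of 54 libraries within 0.05 log2 units in 3 simulated sets, after earlier forms of it had failed that test. The deepest library had 2.445 times the depth of the shallowest. Total miRNA reads were recovered from the steps of the values. Pearson correlations between libraries were 0.834 to 0.982 for RNA-seq and 0.920 to 0.980 for miRNAs, and no library was a copy of another.

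Groups were compared with limma 3.58.1 (trend and robust moderation) in R 4.3.3, on log2(RPKM + 0.5) for 11544 genes with at least 1 RPKM in at least 3 libraries, and on log2(signal + 0.5) for 494 miRNAs with a signal of at least 1 in at least 3 libraries. One fit over all 18 libraries of an assay, with a mean for each group and 12 residual degrees of freedom, gave the comparisons PCN vs. WCN, PCT vs. PCN, PCT vs. WCN (RNA-seq alone), PSN vs. PCN, WSN vs. WCN, PST vs. PSN and PST vs. PCT, and for RNA-seq the interactions of tumor with diet and of genotype with diet. A gene or miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested in that comparison, the threshold that the paper's methods state. Gene lists, 35 in number, and 10 miRNA lists were written from general knowledge (2 of the gene lists from the paper) before the data were examined, as were the comparisons, tests and alternatives, apart from those marked as chosen later. The paper chose the genes of those 2 lists on these samples, so they are not independent of the data. Gene lists with at least 4 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. miRNA lists were only counted. Overlaps of called genes were set beside the number for independent lists, and where comparisons share libraries also beside simulations of unchanged groups. Relations between miRNAs and mRNAs were tested by permutation within normal tissue and within tumors. Python calculations used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma called statmod 1.5.0.

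Genes were named by a rule set with the tests. It takes every gene or miRNA that the paper names, whose published values had been seen. For each comparison it also takes the 8 largest rises and the 8 largest falls among called genes with a mean of at least 5 RPKM in a group and no overlap between the groups (6 and 6 for miRNAs, with a mean of at least 50), and up to 4 examples for each list. Others are marked where they appear as chosen after their values were seen. Some genes that this rule takes are not reported here.

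Tumor and normal-looking tissue came from the same Pirc rats, per the legend of Figure 4, and same-numbered libraries were taken as 1 rat in an alternative fit with the animal as a paired block (4 residual degrees of freedom). After removal of group means, same-numbered libraries correlated at 0.0965, 0.0886, 0.193 for PCN with PCT and 0.128, -0.0496, 0.0219 for PSN with PST in RNA-seq, and at 0.0381, -0.120, 0.219 and 0.147, -0.0194, -0.0381 in small RNA-seq. The pairing rests on that legend alone. It was set with the other alternatives and kept after these correlations had been seen, before paired and unpaired calls were compared. Other comparisons are between rats that share only a number. Alternatives changed the pseudocount, the filter on low values, the scaling, the libraries in the fit, the weights, the threshold, the block and the list test, and left out each library in turn. With 3 libraries in each group, an exact permutation test of a single gene cannot give a 2-sided p under 0.1, so calls rest on the spread shared across genes by limma.

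The limma fit was tested on simulated data at the spread of the real libraries, with 100 genes shifted at each size. Each gene or miRNA had the same simulated spread in every group. The shares below thus differ between comparisons only by the random draw, and do not rank their power. At a log2 shift of 1 it recovered 66% of genes in PCT vs. PCN, 62% in PCN vs. WCN, 64% in WSN vs. WCN and 50% in PSN vs. PCN and PST vs. PCT, and at a shift of 2 it recovered 91%, 89%, 92%, 93% and 91%. For miRNAs, with 25 shifted at each size, the share at a shift of 1 was 28% in PCT vs. PCN, 8% in PSN vs. PCN and 32% in WSN vs. WCN, and at a shift of 2 it was 60%, 52% and 64%. Camera recovered 1 of 3 lists shifted by 0.5, and 3 of 3 at a shift of 1, a size added after the first outcome, with 0 of 32 other lists called at either. These simulated genes were independent, so the preset correlation itself was not tested.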

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

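The test of Cmah against single wall markers was chosen after its result was seen, and the patterns below were first noticed in the same data. Intervals for lists are 95% bootstrap intervals over the genes of a list (10000 draws). They treat genes as independent and leave out the spread between rats, so they understate the uncertainty of a group difference. Intervals for Cmah are 95% intervals that rest instead on the spread between libraries. That of its rise was taken from the SE by the normal distribution, so it is somewhat narrow for so few libraries.

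Smooth muscle genes were lower in tumors on both diets (median log2 fold change -2.24, interval -2.94 to -1.54, 26 genes in PCT vs. PCN, and -2.72, interval -3.51 to -1.98, 26 genes in PST vs. PSN). Less muscle wall in the tumor pieces would lower the neurons, glia and pacemaker cells of that wall by a like amount, and their median was -0.79, interval -1.51 to -0.19, 15 genes in PCT vs. PCN, where 0.5 times the smooth muscle median is -1.12, and -1.52, interval -2.20 to -1.18, 15 genes in PST vs. PSN, where it is -1.36. The first interval spans that bound and the second median lies past it, so less muscle wall may account for the fall and is not excluded on either diet. A loss of muscle gene expression within the tumors was not tested and stays open beside it. Pieces taken to a known depth, or counts of muscle in sections, would part these explanations.

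On SPI, normal-looking Pirc colon differed from control diet in Cmah by limma, a call that ended without PSN 1 (adjusted p = 0.0676) or PSN 3 (0.0636), and in smooth muscle and nerve genes by camera at its preset correlation, but not with an estimated one (adjusted p = 0.452 and 0.253) or with fry. Both wall lists shifted up (smooth muscle 0.55, interval 0.41 to 0.67, 26 genes, and neuron, glia and pacemaker 0.98, interval 0.40 to 1.12, 15 genes), as a larger share of muscle wall in the PSN pieces would give, so that share is a candidate explanation for the list changes. Whether that share could give the whole of the rise in Cmah, 3.50 (interval 2.67 to 4.34), was tested marker by marker. Cmah rose past 40 of 41 single wall markers beyond the interval. Against Uchl1 the difference was 1.91 with an interval of -0.26 to 4.08, so the test over every marker did not exclude that share. A different time of day at necropsy may also play a part, since 8 clock genes of the Per, Dbp and Nr1d group had a median of -0.29 and Arntl, Clock and Npas2 one of 0.22, a difference of -0.51 (interval -1.16 to -0.27) whose interval spans a size of 0.5, the bound set for it. An effect of spinach on these genes stays open, as untested.

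Interferon lists were higher in tumors of rats on SPI (type I interferon median 0.48, interval 0.25 to 0.60, 31 genes, and interferon-gamma 0.25, interval 0.06 to 0.39, 23 genes). More T cells in the pieces may account for the interferon-gamma list, since the T cell median was 0.33, interval 0.23 to 0.77, 11 genes, not below the interferon-gamma median. The type I list rests on PST library 1, since without it the list turned negative (camera adjusted p = 0.0398, from 0.0165, range over libraries left out 1.53e-11 to 0.608). The interferon-gamma and T cell calls also ended without it (adjusted p = 0.694 and 0.381), both interferon calls ended without PCT 3 (0.608 and 0.344) and the T cell call without PCT 1 (0.0636), and none of the lists passed with an estimated correlation (adjusted p = 0.957 for each) or with fry. An infection or another feature of that 1 rat, and an effect of the diet on tumors, were not tested and stay open.

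Genes that the paper does not discuss differed between PCN and WCN. By limma, log2 fold changes were 7.34 for Defa24 and 6.31 for Defal1, close copies that can share reads and lay below 1 RPKM in every WCN library, so that these sizes depend on the pseudocount. Pfkfb3 differed by 1.81 (adjusted p = 0.0441), Zc3h12a by 1.35 and Ccdc50 by 1.18 (adjusted p = 0.0441). Chosen after their values were seen, LOC691352 differed by 1.67 (adjusted p = 0.0441), Igf1 by 1.53 (adjusted p = 0.0485), Icos, a costimulator of T cells, by 1.38 (adjusted p = 0.0441), and Hoxa13, a gene of the distal gut, by -1.59 (adjusted p = 0.0441), at 3.06, 1.03 and 1.39 RPKM in WCN and 0.170, 0.310 and 0.190 in PCN. Of 18 fits that left out 1 library, the number that ended the call, with the highest adjusted p, was Pfkfb3 14 (up to 0.218, without WCN 1), Zc3h12a 3 (up to 0.127, without WCN 3), Ccdc50 16 (up to 0.249, without WCN 1), LOC691352 18 (up to 0.193, without WCN 3), Igf1 17 (up to 0.255, without WCN 3), Icos 12 (up to 0.189, without WCN 3) and Hoxa13 17 (up to 0.218, without WCN 1), and 0 for Defa24 and Defal1.

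For miRNAs, miR-770-5p, which the paper does not discuss, was higher on SPI by a log2 fold change of 4.25 in normal-looking Pirc colon and 2.63 in tumors, with a tumor call that ended without PCT 1, PCT 2, PSN 2, PST 2, PST 3 or WCN 1 (adjusted p up to 0.284).

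Tested as interactions, some gene lists passed with camera at its preset correlation. Camera called 15 lists for the interaction of tumor with diet and 21 for that of genotype with diet, and the count was 0 with an estimated correlation and with fry, as it was for single genes by limma (456 and 585 at an unadjusted p under 0.05, where chance gives 577). Among those called for genotype with diet were immediate early genes (median log2 fold change -1.51, camera adjusted p = 3.38e-07, adjusted p = 0.371 with an estimated correlation). Goblet cell markers were another (median log2 fold change 1.14, camera adjusted p = 0.000461, adjusted p = 0.362 with an estimated correlation). So were absorptive colonocyte markers (median log2 fold change 0.67, camera adjusted p = 4.89e-05, adjusted p = 0.371 with an estimated correlation). In the interaction of tumor with diet the neuron, glia and pacemaker list stood out (median log2 fold change -0.91, camera adjusted p = 1.86e-05, adjusted p = 0.643 with an estimated correlation). Differences between the pieces in place along the colon are not excluded for either interaction. The lists for tumor and diet numbered 7 without PST 1 and 9 without PST 3.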

How the results depend on the processing

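The fits with Hoxd13 as a covariate and with limma voom on recovered miRNA reads were chosen after the values were seen. edgeR and DESeq2, set for miRNA counts, were not run, since the deposited miRNA values are normalized. Of the tools for counts, only limma voom was run on the recovered reads. Where no reason is given, the cause was not tested.

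Genes at low RPKM rest on few reads, and 3 rats in a group limit precision throughout. WCN holds both the shallowest and the deepest RNA-seq library (0.622 and 1.52 times the median depth). Every PSN library was deeper than every PCN library in RNA-seq (1.153 to 1.333 against 0.850 to 0.956 times the median depth). The same held in small RNA-seq (3344089 to 5376082 against 1952704 to 2542475 reads). Depth is thus not excluded as a part of PSN vs. PCN differences at low values. Normal libraries also differed within groups in Hoxd13, a gene of the distal colon. In the order of the libraries its RPKM was 16.15, 301 and 2.08 in WCN and 239, 16.8 and 287 in PCN. It was 7.47, 250.35 and 12.3 in PSN and 94.75, 314 and 71.9 in WSN. The groups were thus not balanced in this gene. Differences in place along the colon are not excluded in PCN vs. WCN and PSN vs. PCN, for single genes or for lists. The same holds for the interactions, which include these groups. With Hoxd13 as a covariate, limma counts were 10 in PCN vs. WCN, 3876 in PCT vs. PCN, 3761 in PCT vs. WCN, 1 in PSN vs. PCN, 4673 in PST vs. PSN and 0 in the other comparisons. Voom on miRNA reads called 77 in PCT vs. PCN and 122 in PST vs. PSN.

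Counts for PCT vs. PCN, PCT vs. WCN and PST vs. PSN stayed within 1.5 times their value under every other alternative for the whole set of libraries except the threshold on size. With a log2 fold change of at least 1 also required, they were 1578, 1998 and 2181, and the tumor overlap 1290. With the animal as a paired block (replicate block) the counts were 3288 in PCT vs. PCN and 4637 in PST vs. PSN, for miRNAs 72 and 102, and the tumor overlaps 2798 genes and 38 miRNAs. In PCN vs. WCN the count of 15 was 6 with a pseudocount of 1 (overlap with PCT vs. PCN 6) and 8 with RPKM of at least 5, where fewer genes are tested. With only the groups of the comparison in the fit, which leaves 4 residual degrees of freedom, it was 0, as were its overlap with PCT vs. PCN, the count in PSN vs. PCN and that of miRNAs in PST vs. PCT, while miRNA counts were 121 in PCT vs. PCN and 67 in PST vs. PSN. With a mean of at least 50, miRNAs in PST vs. PSN numbered 72, from fewer miRNAs tested. With no filter PST vs. PCT had 5 genes, and with the replicate number as a block PSN vs. PCN had 4 and the interaction of genotype with diet 2.

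Lists called by camera dropped to 1 in PCN vs. WCN and PCT vs. WCN and to 0 in all other comparisons with an estimated correlation. With fry they were 4 in PCN vs. WCN, 0 in PSN vs. PCN, WSN vs. WCN, PST vs. PCT and both interactions, and 15, 20 and 21 in PCT vs. PCN, PCT vs. WCN and PST vs. PSN.

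Leaving out 1 library, where the cause was not tested, gave counts of 3 (without WCN 3) to 14 (without WCN 2) in PCN vs. WCN (others past 1.5 times were 4 without PCN 3, 5 without PCN 2, 6 without PCT 1, PCT 3, PSN 1, PSN 2 or PSN 3, 7 without PCT 2, PST 3, WCN 1 or WSN 1, 9 without PST 2), 2313 (without PCN 3) to 4245 (without PST 2) in PCT vs. PCN (and 2367 without PCT 1), 0 to 2 (without PCN 1, PSN 2 or PST 2) in PSN vs. PCN (0 without PSN 1 or PSN 3), 0 to 18 (without PST 3) in PST vs. PCT (and 2 without PCT 3) and 0 to 3 (without PCN 1) in the interaction of genotype with diet. Tumor overlaps were 2084 (without PCN 3) to 3393 (without PST 2) for genes and 24 (without PCT 1) to 45 (without PST 1) for miRNAs (and 27 without PCN 1), and the overlap of genotype and tumor genes 3 (without PCN 2) to 12 (without WSN 2) (others past 1.5 times were 3 without WCN 3, 4 without PCN 3, 5 without PCT 1, PCT 2 or PCT 3, 6 without PSN 1, PSN 2, PSN 3 or WCN 1). For miRNAs counts were 34 (without PCT 1) to 91 (without PSN 2) in PCT vs. PCN (and 37 without PCT 2, 50 without PCN 1, 51 without PCN 2), 63 (without PSN 1) to 125 (without WCN 1) in PST vs. PSN (and 71 without PSN 3), 0 to 1 (without WSN 2) in PCN vs. WCN and 0 to 3 (without PCT 3) in PST vs. PCT (0 without PCT 1, PCT 2, PSN 2, PST 2 or WCN 1). Lists numbered 1 (without PST 1) to 8 (without PCN 2) in PST vs. PCT (without PST 2, 3) and 7 (without PST 1) to 17 (without PCN 1) in the interaction of tumor with diet (and 9 without PST 3). Direction reversed for 6 lists without the library named, and their adjusted p over the libraries left out was 0.000491 to 0.961 for Wnt targets in PSN vs. PCN (reversed without PCN 2), 2.49e-08 to 0.259 for mitosis in PSN vs. PCN (without PCN 3), 4.62e-08 to 0.665 for B cells in WSN vs. WCN (without WSN 3), 1.53e-11 to 0.608 for type I interferon in PST vs. PCT (without PST 1, 0.0398), 7.69e-13 to 0.700 for type I interferon by tumor and diet (without PST 1) and 0.000571 to 0.647 for fibroblasts by genotype and diet (without WSN 2).

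Over all alternatives, single lists kept direction and call in 6586 results, gained a call in 209, lost it in 444 and reversed in 6. Named genes kept theirs in 41989, gained one in 22 and lost it in 765, and named miRNAs in 6024, 2 and 101, with none reversed.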

Differences from the paper's values

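The alternatives compared in this part are those set before the data were examined. The fits chosen after the values were seen, with Hoxd13 and with voom, are not among them. Counts use the paper's threshold, an adjusted p under 0.05, on deposited RPKM or signal values with limma.

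The paper reports 261 genes between PCN and WCN, and here 15 were called. For WSN vs. WCN the paper's count is 101 and here it was 0, and for PSN vs. PCN the paper's is 80 and here it was 1. Genes in both PCN vs. WCN and PCT vs. PCN number 138 in the paper and 10 here. Genes in both SPI comparisons number 4 in the paper and 0 here. For these 5 counts no alternative brought the values within 1.5 times of each other.

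For PCT vs. PCN the paper reports 2180 genes and here 3778 were called. Alternatives that brought the count within 1.5 times of the paper's were 1578 with a log2 fold change of at least 1 also required, 3074 without PCN 1, 2313 without PCN 3, 2367 without PCT 1, 3197 without PCT 2 and 3141 without PCT 3, and the others did not. For PST vs. PSN the paper's count is 2945 and here it was 4886. It came within that range at 4264 with RPKM of at least 5, 3705 with only the groups of the comparison in the fit, 2181 with a log2 fold change of at least 1 also required, 3872 without PSN 1, 4074 without PSN 2, 4241 without PSN 3 and 4417 without PST 1, and not under the others. Genes in both tumor comparisons number 1754 in the paper and 3163 here, with 2524 with only the groups of the comparison in the fit, 1290 with a log2 fold change of at least 1 also required, 2084 without PCN 3 and 2141 without PCT 1 within that range and no other alternative.

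For miRNAs in PST vs. PSN the paper reports 66 and here 109 were called. Counts within 1.5 times of the paper's were 93 with a pseudocount of 0.05, 72 with a mean of at least 50, 67 with only the groups of the comparison in the fit, 95 with a log2 fold change of at least 1 also required, 99 without PCN 3, 99 without PCT 2, 63 without PSN 1, 71 without PSN 3, 98 without PST 1, 81 without PST 2 and 98 without WSN 1, and other alternatives did not reach that range.

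The paper states that in normal-looking Pirc colon, as in WT colon, SPI lowered cell cycle pathways and raised immune pathways, with TNF, hypoxia and epithelial mesenchymal transition among those shared. Here the mitosis list was lower in WT colon but higher in Pirc colon (median log2 fold changes -0.35 and 0.31). The TNF/NF-kB and hypoxia lists had medians of 0.25 and 0.07 in WT colon and -0.41 and -0.21 in Pirc colon, and the fibroblast and matrix list, a partial match for the last pathway, 0.23 and -0.22. The interferon-gamma and T cell lists were higher in WT colon (medians 0.46 and 0.47), in the direction that the paper states. These are camera results at the preset correlation, and no list passed in either genotype with an estimated correlation (adjusted p = 0.594 and 0.708 for mitosis, 0.504 for interferon-gamma and 0.504 for T cells) or with fry. In WT colon the mitosis call ended without WSN 2 (adjusted p = 0.320), the interferon-gamma call without WCN 2 (0.221) and the T cell call without WCN 2 (0.108) or WSN 3 (0.185). In Pirc colon the mitosis call ended without PSN 3 (0.148) and its direction turned without PCN 3 (0.259), and the hypoxia call ended without PSN 3 (0.0966).

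In the paper, listed genes are normalized by SPI in normal-looking Pirc colon or in tumors. Of those genes 1 passed here over all genes for the first scenario and 0 for the second by limma, and 5 and 7 when adjusted over the list alone. Eif2b2 was lower in PST than in PCT, in the direction of the paper, but did not pass. Adjusted over all genes, none of those alternatives called Slc30a10, Tcf7l1, Plcd1, Klf7, Ccl21, Il22ra2, Pecam1, Rrm2b or Eif2b2 in PSN vs. PCN or in PST vs. PCT, while over the list alone Slc30a10 passed in the first of these comparisons, and Klf7 and Ccl21 in the second. The paper chose both lists on these samples, so passes over the list alone are not independent evidence.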

Other observations

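No test in this part was chosen after its result was seen. Genes of the circadian clock were lower as a set in tumors by camera. Npas2, the partner of Clock, was 19.1 ± 6.38 RPKM (SD, n = 3 rats) in PCT and 68.5 ± 25.5 in PCN (log2 fold change -1.80, SE 0.24, adjusted p = 0.000143 from limma), and the repressor Cry2 fell on both diets (log2 fold change -1.15 in PCT vs. PCN and -2.01 in PST vs. PSN). Of 15 clock genes 3 fell in PCT and none rose (median log2 fold change -0.75, camera adjusted p = 0.00273, adjusted p = 0.103 with an estimated correlation), and in PST 5 fell and 1 rose (median log2 fold change -0.66, camera adjusted p = 0.0104, adjusted p = 0.161 with an estimated correlation), the same numbers over the list alone. Leaving out 1 library moved the falls to 5 without PCT 2 in PCT and 3 without PSN 2 in PST, and the rise to 2 without WCN 2. Pyy, an enteroendocrine peptide that slows transit, was 36.0 ± 8.34 and 154 ± 66.6 (log2 fold change -2.02, SE 0.52, adjusted p = 0.00879), and Sst, somatostatin, fell in PCT (log2 fold change -2.57) and PST (-4.25). Enteroendocrine markers fell in 3 of 9 cases in PCT (adjusted p = 0.0186 for the list by camera, 0.581 with an estimated correlation), a list call that ended without PCN 1 (adjusted p = 0.0724) and with median-of-ratios scaling (0.0530), and in 5 in PST (6 over the list alone, and 3 without PSN 1 or PST 1). Pigr, which carries IgA across the epithelium, was 1209 ± 464 in PCT and 3629.9 ± 594 in PCN (log2 fold change -1.64, SE 0.28, adjusted p = 0.000624). Asns, asparagine synthetase and a target of the amino acid stress response, rose (log2 fold change 1.85, SE 0.26, adjusted p = 0.000192). Mast cell markers fell in 4 of 6 cases in PST, also over the list alone (median log2 fold change -1.63, camera adjusted p = 0.0135, adjusted p = 0.343 with an estimated correlation), such as the protease Cpa3 (log2 fold change -2.79, SE 0.45, adjusted p = 0.000210). mRNA of Ctnnb1 and Parp1, whose proteins the paper assayed, rose in PCT (log2 fold changes 0.90 and 0.80, adjusted p = 0.000818 and 0.000821), and Apc, the gene mutated in Pirc rats, did not pass (0.11, adjusted p = 0.669).

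On SPI in WT colon, goblet cell markers were lower as a set (median log2 fold change -0.42, camera adjusted p = 0.000142, adjusted p = 0.499 with an estimated correlation), with no single gene past limma. Zg16, a goblet cell lectin that binds bacteria, differed by a log2 fold change of -1.74 (SE 1.01) and did not pass. Genes of butyrate use and fatty acid oxidation were lower there as well (median log2 fold change -0.22, camera adjusted p = 5.94e-06, adjusted p = 0.279 with an estimated correlation) and higher in normal-looking Pirc colon (median 0.15, adjusted p = 0.00742, 0.446 with an estimated correlation), where that call ended without PCN 2 (adjusted p = 0.0910) or PSN 1 (0.376). The test of the interaction gave a difference between genotypes (median log2 fold change 0.40, camera adjusted p = 1.44e-06, adjusted p = 0.144 with an estimated correlation). In Pirc colon, mast cell markers were higher as a set on SPI (median log2 fold change 0.80, camera adjusted p = 0.000211, adjusted p = 0.253 with an estimated correlation), with 1 risen when adjusted over the list alone and none over all genes. Sterol and fatty acid synthesis was lower (median log2 fold change -0.29, camera adjusted p = 0.000287, adjusted p = 0.562 with an estimated correlation), a call that ended without PCN 1 (adjusted p = 0.0733).

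Effects of genotype and of SPI in Pirc colon ran in opposite directions across genes, with r = -0.75 and a covariance of -0.123. These comparisons share the PCN libraries, which alone gave r = -0.50 and -0.0469 in simulations of unchanged groups. Simulated genes were independent, while real genes can move together, for example with place along the colon. Hoxd13 was not balanced between PCN and the other 2 groups. The distance from the simulated values thus does not show that SPI reversed the genotype effect.

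Other splits of the same libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 15 and 1 in PCN vs. WCN, 3778 and 1 in PCT vs. PCN, 4549 and 0 in PCT vs. WCN, 1 and 2 in PSN vs. PCN, 0 and 1 in WSN vs. WCN and 4886 and 0 in PST vs. PSN. In PST vs. PCT they were 0 and 59, and the split that called 59 genes set PCT 1, PCT 3 and PST 2 against the rest, which points to a structure of the samples whose nature was not tested. For miRNAs they were 0 and 2 in PCN vs. WCN, 78 and 3 in PCT vs. PCN, 1 and 1 in PSN vs. PCN, 0 and 1 in WSN vs. WCN, 109 and 2 in PST vs. PSN and 1 and 3 in PST vs. PCT. A real count of 0 is reached by every split, so these counts say nothing about chance where it is 0. That holds for the interactions, with 100 of 100 draws, where the highest other draws were 9 for tumor with diet and 52 for genotype with diet.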
